# The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p

**DOI:** 10.1186/s13073-016-0315-y

**Published:** 2016-05-31

**Authors:** Zsolt Czimmerer, Tamas Varga, Mate Kiss, Cesaré Ovando Vázquez, Quang Minh Doan-Xuan, Dominik Rückerl, Sudhir Gopal Tattikota, Xin Yan, Zsuzsanna S. Nagy, Bence Daniel, Szilard Poliska, Attila Horvath, Gergely Nagy, Eva Varallyay, Matthew N. Poy, Judith E. Allen, Zsolt Bacso, Cei Abreu-Goodger, Laszlo Nagy

## Abstract

**Background:**

IL-4-driven alternative macrophage activation and proliferation are characteristic features of both antihelminthic immune responses and wound healing in contrast to classical macrophage activation, which primarily occurs during inflammatory responses. The signaling pathways defining the genome-wide microRNA expression profile as well as the cellular functions controlled by microRNAs during alternative macrophage activation are largely unknown. Hence, in the current work we examined the regulation and function of IL-4-regulated microRNAs in human and mouse alternative macrophage activation.

**Methods:**

We utilized microarray-based microRNA profiling to detect the dynamic expression changes during human monocyte–macrophage differentiation and IL-4-mediated alternative macrophage activation. The expression changes and upstream regulatory pathways of selected microRNAs were further investigated in human and mouse in vitro and in vivo models of alternative macrophage activation by integrating small RNA-seq, ChIP-seq, ChIP-quantitative PCR, and gene expression data. MicroRNA-controlled gene networks and corresponding functions were identified using a combination of transcriptomic, bioinformatic, and functional approaches.

**Results:**

The IL-4-controlled microRNA expression pattern was identified in models of human and mouse alternative macrophage activation. IL-4-dependent induction of miR-342-3p and repression of miR-99b along with miR-125a-5p occurred in both human and murine macrophages in vitro. In addition, a similar expression pattern was observed in peritoneal macrophages of *Brugia malayi* nematode-implanted mice in vivo. By using IL4Rα- and STAT6-deficient macrophages, we were able to show that IL-4-dependent regulation of miR-342-3p, miR-99b, and miR-125a-5p is mediated by the IL-4Rα–STAT6 signaling pathway. The combination of gene expression studies and chromatin immunoprecipitation experiments demonstrated that both miR-342-3p and its host gene, EVL, are coregulated directly by STAT6. Finally, we found that miR-342-3p is capable of controlling macrophage survival through targeting an anti-apoptotic gene network including Bcl2l1.

**Conclusions:**

Our findings identify a conserved IL-4/STAT6-regulated microRNA signature in alternatively activated human and mouse macrophages. Moreover, our study indicates that miR-342-3p likely plays a pro-apoptotic role in such cells, thereby providing a negative feedback arm to IL-4-dependent macrophage proliferation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13073-016-0315-y) contains supplementary material, which is available to authorized users.

## Background

Macrophages display substantial functional heterogeneity, allowing them to participate in diverse aspects of the immune response, including immediate defense against pathogens, regulation of lymphocyte activation, and clearance of cell debris and microbes through phagocytosis, and to contribute to tissue regeneration [1, 2]. Macrophage polarization states and functional properties are determined by the tissue microenvironment containing cytokines, different pathogen-derived molecules, as well as lipid mediators [3]. Two well-established end points of macrophage polarization are classic (M1) and alternative (M2) macrophage activation induced by the Th1-type cytokine interferon gamma and bacterial lipopolysaccharide (LPS) and the Th2-type cytokines interleukin (IL)-4 and IL-13, respectively [3, 4]. M1-type macrophage activation is triggered either by the activation of the Janus kinase (JAK)/signal transducer and activator of transcription (STAT1) axis or the activator protein 1 (AP-1) and nuclear factor kappa-light-chain-enhancer of activated B cells (NFkB) signaling pathways, resulting in enhanced bactericidal capacity and pro-inflammatory properties [3, 5]. In contrast, IL-4 activates the IL4Rα/JAK/STAT6 and phosphoinositide 3-kinase (PI3K) pathways, both of which contribute to alternative macrophage activation [6]. M2-type macrophages possess a characteristic gene expression signature endowing them with anti-inflammatory and immune regulatory properties. The significance of alternative macrophage activation has been described in a range of physiological and pathological processes, including hypersensitivity, anti-helminthic immune responses, fibrosis, sepsis, and tumor progression [4, 6–8]. The functional properties associated with distinct macrophage activation states require tight but plastic regulation of activation-specific gene expression programs at the transcriptional and post-transcriptional levels [9]. In the past decade it has been shown that microRNAs (miRNAs) are important components of post-transcriptional fine tuning of gene expression in mammals [10–12].

miRNAs are short, 18–25-nucleotide-long, single-stranded, non-coding RNA molecules. They are transcribed from different regions of the genome, including intergenic and intronic/exonic regions of protein-coding genes, by RNA polymerase II. Primary transcripts are processed in two steps during miRNA biogenesis by the RNase III enzymes Drosha and Dicer [13]. The mature miRNAs are incorporated into the RNA-induced silencing complex (RISC) [11] and generally bind the 3′ untranslated region (3′ UTR) of target messenger RNAs (mRNAs) and act as negative regulators of gene expression through inhibition of protein synthesis and/or induction of target mRNA degradation [10, 11]. Several miRNAs, such as miR-155, miR-21, and miR-146, are induced in macrophages in response to LPS, suggesting that they have a role in the regulation of macrophage activation and M1-type polarization [14–18]. In addition, a number of miRNAs have recently been linked to alternative macrophage activation. For instance, miR-125b-5p, miR-199b, and miR-378-3p showed elevated expression in nematode infection-elicited alternative macrophage activation [19]. Among these miRNAs, miR-378-3p has been shown to repress IL-4-driven macrophage proliferation through the modulation of the PI3K/AKT signaling pathway [19]. Furthermore, miR-124, miR-324-5p, and miR-511-3p have been shown to fine-tune macrophage functions during allergic inflammation and tumor development, conditions characterized by the predominance of alternative macrophage activation [20–23]. Finally, miR-193b has been found to be induced by IL-4 in human macrophages, although its function remains unknown [24].

Despite the fact that IL-4-induced alternative macrophage activation-specific miRNAs have been identified in human and mouse in in vitro as well as in vivo models [19, 24], the regulatory mechanisms of miRNA expression and their role during alternative macrophage activation remain poorly understood. In this work we identified the human alternative macrophage activation-specific microRNome using miRNA microarray and quantitative PCR (qPCR) techniques. We found IL-4-dependent induction of miR-342-3p and miR-193b and repression of miR-99b and miR-125a-5p. Intriguingly, IL-4-dependent regulation of miR-342-3p, miR-99b, and miR-125a-5p is conserved between human cells and mouse bone marrow-derived macrophages. Furthermore, these miRNAs show the same expression pattern in an in vivo mouse model of parasitic infection. The IL-4-regulated expression of miR-342-3p, miR-99b, and miR-125a-5p is dependent on IL-4Rα and STAT6 expression as demonstrated by loss of function genetic experiments. Additionally, miR-342-3p and its host gene, Evl (Ena/Vasp-like), are co-regulated during IL-4-induced alternative macrophage activation in mouse. Chromatin immunopreciptiation (ChIP) confirmed that STAT6 directly binds to the regulatory region of the EVL gene in IL-4-stimulated human and mouse macrophages. Functional analyses combined with miRNA manipulation studies demonstrated that miR-342-3p decreases the viability of macrophages by inducing apoptosis. In silico target prediction and functional analyses identified the anti-apoptotic direct target gene network of miR-342-3p, which includes Bcl2l1. These findings suggest that enhanced miR-342-3p expression is a component of a negative feedback loop controlling excessive macrophage proliferation during Th2-type inflammatory responses.

## Methods

### Cell isolation and culture

Isolation of human monocytes, mouse bone marrow cells, and mouse peritoneal macrophages was done as described earlier with minor modifications [19, 25, 26]. CD14^+^ human monocytes were isolated from platelet-free buffy coats from healthy donors by Ficoll gradient centrifugation followed by immunomagnetic cell separation with anti-CD14-conjugated microbeads (VarioMACS Separation System, Miltenyi Biotec.). Monocytes were cultured in multiwell culture plates in RPMI 1640 (Sigma-Aldrich) supplemented with 10 % fetal bovine serum (Invitrogen) and penicillin/streptomycin (Sigma-Aldrich). For macrophage differentiation and alternative macrophage activation, freshly plated monocytes were treated with IL-4 (100 ng/ml; PreproTech). Cells were harvested 12 and 72 h after cytokine treatment. Bone marrow isolation and bone marrow-derived macrophage (BMDM) differentiation were performed as described before [26]. Bone marrow was flushed from the femur of wild-type (WT), IL-4Rα, and STAT6 knockout (KO) male animals. Cells were purified through a Ficoll-Paque gradient (Amersham Biosciences, Arlington Heights, IL, USA) and cultured in DMEM containing 20 % endotoxin-reduced fetal bovine serum and 30 % L929 conditioned medium for 5 days. For alternative macrophage activation we treated freshly isolated bone marrow cells with IL-4 (5 ng/ml; PreproTech). Culture medium was changed for Macrophage SFM medium (Gibco) on the 5th day. IL-4 (20 ng/ml) was further added to the culture of macrophage colony stimulating factor (MCSF)- and IL-4-pretreated macrophages for 24 h for the alternative macrophage activation. Peritoneal exudate cells from *Brugia malayi*-infected animals were seeded at 5 × 10^6^ cells per well to six-well cell culture plates (NUNC) in RPMI, 5 % fetal calf serum, 2 mM L-glutamine, 0.25 U/mL penicillin, and 100 mg/mL streptomycin. After 4 h of incubation at 37 °C, 5 % CO_2_, non-adherent cells were washed off and the adherent cells were lysed in 700 μL Qiazol.

### Animals and infection

Wild-type mice (WT; C57BL/6J or BALB/c), Stat6-deficient (Stat6 KO) mice on C57BL/6 J, and IL-4 receptor-α-deficient (IL-4Rα KO) mice on a BALB/c background were housed under minimal disease conditions. Surgical implantation of adult *B. malayi* parasites into WT (C57BL/6) mice was carried out as described previously [19] and performed by the same group and at the same facilities as in case of of the results presented by Jenkins et al. [27].

### Flow cytometry

Macrophages were resuspended in staining medium (phenol-red free DMEM, 10 mM HEPES, 2 % fetal bovine serum) and incubated with anti-mouse CD206 (AbD Serotec), anti-human CD206 (BD Biosciences), or corresponding unspecific isotype control antibodies for 20 minutes at 4 °C. Cells were washed and resuspended in staining medium for flow cytometry. Data acquisition was performed using a FACSAria III instrument (BD Biosciences) and data were analyzed with FlowJo software.

### Arginase activity

Arginase activity measurement was performed as previously described with minor modifications [28].

### miRNA microarray and data analysis

Global miRNA expression data were obtained with Affymetrix miRNA 1.0 arrays (Affymetrix). Total RNA samples were labeled using an Affymetrix FlashTag Biotin HSR RNA Labeling Kit according to the manufacturer’s protocol. Briefly, 500 ng of total RNA samples were poly(A)-tailed using poly A polymerase enzyme and ATP at 37 °C for 15 minutes, then biotinylated by ligating biotin-labeled fragment to the 3′ end. Labeled samples were hybridized on miRNA 1.0 arrays at 48 °C and 60 rpm for 16 h. After that, arrays were washed and stained using the standard Affymetrix protocol with an Affymetrix Hybridization, Wash, and Stain Kit on a FS 450 fluidic station instrument. The arrays were scanned using an Affymetrix GeneChip Scanner 3000 7G instrument.

The miRNA CEL files were processed with R, using affy and mirna10cdf packages [29, 30]. Raw expression values were processed with the robust multi-array average (RMA) procedure (background adjustment, quantile normalization, and summarization of log-expression values for each miRNA for each array) [31]. Only probes annotated as human miRNAs were kept. Lowly expressed probes were removed if expression was lower than the median in at least two samples. The interquartile range was calculated across all samples for each probe to determine the most variable probe of those mapped to the same miRNA; 563 probes were annotated, expressed, and unique. Quality control was performed using principal component analysis. Differential expression analysis was performed using the limma package [32, 33] by fitting a linear model for each probe then using an empirical Bayes method to get moderated t-statistics. The Benjamini and Hochberg method was used to calculate false discovery rates (FDRs) [34].

### Small RNA-Seq and data analysis

A cDNA library for small RNA-Seq was generated from 1 μg total RNA using an Illumina TruSeq Small RNA Sample Preparation kit, according to manufacturer’s protocol. Briefly, after ligation of 3′ and 5′ RNA adapters, reverse transcription was performed to synthesize cDNA; then the cDNA was amplified using a common primer and primer-containing index sequence. The amplified product/library was excised from gel (6 % Novex TBE PAGE gel) and, after purification, the libraries were quantified by Qubit fluorometer and checked on a BioAnalyzer 2100 using DNA1000 chip (Agilent Technologies). The small RNA-Seq libraries were diluted to 10 nM and five libraries were pooled together before sequencing. A single-read 50-bp sequencing run was performed on an Illumina HiScan SQ instrument (Illumina, San Diego, CA, USA). Each library pool were sequenced in one lane of a sequencing flow cell; 16–18 million reads per sample was obtained. Sequencing results from small RNA libraries were 3′ adapter trimmed and de-duplicated using the *reaper* and *tally* command-line tools from Kraken [35]. The processed small RNA-Seq reads were mapped to all available *Mus musculus* mature miRNA sequences (miRBase v21 [36]). Read mapping was performed using Bowtie [37]. The mapping process for reads longer than ten nucleotides allowed two mismatches. Quantification of mapped reads with minimum and maximum lengths of 18 and 24 nucleotides overlapping mature miRNA regions (miRBase v21) was performed using the R package GenomicRanges [38, 39]. The minimum overlap between mapped reads and mature regions was 16. We filtered out mature miRNAs with counts per million (cpm) lower than or equal to 4 cpm across at least three libraries. Differential expression analysis was performed using the edgeR package [40] fitting a negative binomial generalized linear model for each mature miRNA and then the likelihood ratio test was performed. The comparisons were: WT in the presence of IL-4 versus WT control, WT in the presence of IL-4 versus STAT6 KO in the presence of IL-4, STAT6 KO in the presence of IL-4 versus STAT6 KO control, and WT control versus STAT6 KO control. The Benajmini and Hochberg method was used to calculate FDRs [34].

### Real-time qPCR

Total RNA was isolated from cells using Tri Reagent (MRC) according to the manufacturer’s protocol. For quantification of mRNAs, pri-miRNAs, and mature miRNAs, reverse transcription was performed using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Reverse transcription (RT) primers for mature miRNAs were supplied by Applied Biosystems. Transcript quantification was performed by quantitative real-time RT-PCR using Taqman probes or SYBR Green assays (selfmade assays) and Taqman Gene Expression Assays (Applied Biosystems).

For semi-quantitative PCR-based quantification of miR-125a_Ncrna00035 in unstimulated and IL-4-stimulated macrophages, specific primers were designed with Primer3. The PCR program used for semi-quantitative amplification was: 95 °C for 10 minutes, followed by 25 cycles of 30 s at 95 °C, 60 s at 65 °C, and 30 s at 72 °C. PCR products were separated by agarose gel electrophoresis and visualized by GelRed staining. qPCR assays and primer sequences are listed in Additional file 1.

### GRO-seq and ChIP-seq data analysis

All samples were aligned to the mouse reference genome (mm9) [41] and RNA-Seq data were analyzed using the standard TopHat/Cufflinks pipeline [42]. For ChIP-seq and GRO-seq (global run-on sequencing) data an integrative analysis pipeline was applied [43]. Data were visualized in Integrated Genome Browser [44].

### Chromatin immunopreciptiation

ChIP was performed as previously described with minor modifications [45]. Briefly, cells were crosslinked with DSG (Sigma) for 30 minutes and then with formaldehyde (Sigma) for 10 minutes. After fixation, chromatin was sonicated with a Diagenode Bioruptor to generate 200–1000-bp fragments. Chromatin was immunoprecipitated with antibodies against pre-immune IgG (Millipore, 12–370), H3K27ac (Abcam, ab4729) and STAT6 (Santa Cruz, sc-981). Chromatin–antibody complexes were precipitated with Protein A-coated paramagnetic beads (Life technologies). After six washing steps, complexes were eluted and reverse crosslinked. DNA fragments were column purified (Qiagen, MinElute). The amount of immunoprecipitated DNA was quantified with a Qubit fluorometer (Invitrogen). DNA was applied for qPCR analysis. Primer sequences are listed in Additional file 2.

### Transient transfection

To determine the potential function of miR-342-3p, RAW264.7 cells were transfected with 30 nM miR-342-3p precursor (Applied Biosystems) or scrambled miRNA negative control (Applied Biosystems) using DharmaFECT 3 (Thermo Scientific) in 12- and 96-well plates (Sigma-Aldrich) and eight-well chamber slides (Thermo Scientific).

### mRNA microarray and computational target identification

The raw sample CEL files were processed within R using the affy, org.Mm.eg.db and mogene10stv1cdf packages [29, 46, 47] Similarly to the miRNA microarray processing, raw expression values were processed with the RMA procedure [31]. The interquartile range was calculated across all samples for each probe in an identical way to the miRNA microarray methodology to remove probes mapping to the same transcript. Quality control was performed using principal component analysis. Differential expression analysis was performed as mentioned in the “miRNA microarray and data analysis” section, using the limma package [32] to fit a linear model to each probe then using an empirical Bayes method to determine moderate t-statistics. The comparison used was transfection with miR-342-3p versus miR-negative control miRNA mimics in the mouse macrophage cell line RAW264.7. The Benjamini and Hochberg method was used to calculate FDRs [31]. The comparison was used to verify direct effects due to miR-342-3p regulation. Sylamer [48] was used to quantify the enrichment or depletion of miRNA seed matches in the 3′ UTRs of genes. The genes with enriched 3'UTRs were ordered according to the t-statistic (differential expression). Prediction of functional miRNA targets was performed by TargetExpress (C Ovando-Vázquez, D Lepe-Soltero, C Abreu-Goodger, submitted). TargetExpress is a support vector machine combination based on TargetScan [49] and microT-CDs [50] predictions and an expression profile. In this case, the miR-negative control expression profile was included in the TargetExpress model.

The 3′ UTR sequences corresponding to selected downregulated and computationally predicted anti-apoptotic mmu-miR-342-3p target genes were obtained using the TxDb.Mmusculus.UCSC.mm10.ensGene and GenomicFeature packages [38, 51] Conservation scores for these 3′ UTR sequences were obtained from the UCSC GenomeBrowser using the rtracklayer package [52], selecting the track cons60way to obtain the phastCons60wayPlacental table.

### Cell number analysis

Propidium iodide (PI)-based cell number analysis was performed as previously described with minor modifications [53]. Briefly, macrophages attached to the bottom of 96-well plates were permeabilized by Triton X-100, stained by PI and measured in a Synergy HT microplate reader (Bio-Tek Instruments, Winooski, VT, USA) at 530/25 nm excitation and 645/40 nm emission. Cell numbers were determined using the cell number reference curve.

### Cell viability analysis

Resazurin-based viability staining (Promega) was carried out according to the manufacturer’s protocol. Neutral red staining was performed as previously described with minor modifications [54].

### Cell cycle analysis

We plated 2 × 10^4^ cells per well in Labtek 8-well chambered coverslips and transfected them with appropriate miRNAs. Cell fixation and PI staining were performed 48 h post-transfection as previously described [55] with minor modifications. Raw264.7 cells were fixed on chamber slides using −20 °C methanol at −20 °C overnight. Fixed cells were covered with 5 μg/ml PI (Sigma-Aldrich) and 200 μg/ml RNase A (Sigma-Aldrich) in 0.4 ml phosphate-buffered saline for 2 h at room temperature in the dark. Measurements were performed on a slide-based iCys Research Imaging Cytometer (CompuCyte Corporation, Westwood, MA, USA). The DNA dye was excited by the 488 nm laser line and emission was collected in the red channel with a 650 nm longpass filter on a linear scale. Single cells were recognized according to their size and circularity and cells were further gated according to their integral fluorescence intensity and maximum pixel intensity on a two-dimensioanl scattergram of PI signal. Data from the one-dimensional histogram of the DNA staining was exported and fitted with the automatic one cycle diploid model of the Modfit LT 3.0 software (Verity Software House) with AutoDebris compensation, AutoAggregate Compensation, and Apoptosis Model. In the measurements, the G1–G2 linearity ratio was around 1.8 and the RCS (Reduced Chi-Square, a measure of goodness of fit) was less than 5. Measurements were repeated three times and approximately 1000–2000 cells were collected from each well.

### Apoptosis assay

Raw264.7 cells were plated and treated in a similar manner as for the cell cycle analysis. Annexin V-FITC/PI staining was performed as previously described [56] with minor modifications. Forty-eight hours following miRNA transfection, the culture medium was replaced by 100 μl AB buffer (140 mM NaCl and 2.5 mM CaCl_2_), 10 μl Hoechst 33342 solution (50 μg/ml stock), and 10 μl propidium iodide solution (50 μg/ml stock) and 5 μl FITC-conjugated annexin V (AV) was added (according to the description of the MBL Apoptosis Detection Kit) for 15 minutes at 37 °C. Laser-scanning cytometric measurements were made using a iCys Research Imaging Cytometer (CompuCyte Corporation, Westwood, MA, USA). Hoechst, which stains all cells, was excited at 405 nm and detected with a 463/20 bandpass filter; PI, which stains dead cells, was excited at 488 nm and detected with a 650 nm longpass filter; and the AV signal, which indicates apoptotic cells, was excited at 488 nm and detected with a 530/30 bandpass filter. Single cells were selected by size and circularity and additionally gated by their DNA content. Early apoptotic AV^+^/PI^−^, late apoptotic AV^+^/PI^+^, and unapototic AV^−^/PI^−^ cells were detected using a quadrant gate in the PI versus AV dot plot with respect to unlabeled and miRNA untreated cells.

### Plasmid construction

PsiCHECK2 dual luciferase vector (Promega) was used to confirm the function of the putative miR-342-3p binding sites in the Bcl2l1 3′ UTR. For luciferase reporter assays, 320 bp (miR-342-3p_1) and 309 bp (miR-342-3p_2) of the 3′ UTR of the Bcl2l1 gene, including the mir-342-3p target sites, were amplified by PCR using F1/R1 and F3/R3 primer pairs with XhoI and NotI sites. PCR was performed on mouse macrophage-derived genomic DNA. The XhoI/NotI-digested PCR product was cloned into the XhoI/NotI-digested psiCHECK2 dual luciferase vector. F1/R2 and F2/R1 as well as F3/R4 and F4/R3 primers were used to delete the mir-342-3p target sites from the 3′ UTR. After mixing the two PCR products and digestion with XhoI and NotI, the 3′ UTR fragment with deleted mir-342-3p binding sites was cloned into a XhoI/NotI-digested psiCHECK2 vector. Primer sequences are given in Additional file 2.

### Luciferase assay

Luciferase assays were performed as described previously [57]. Brifely, HEK293 cells were grown on 24-well plates to 70–80 % confluence. Transfection was performed using PEI with 0.1 μg of pRL-TK (Rr-luc) containing 3′ UTR sequences and 0.1 μg of pGL3 control vector (Pp-luc) (Promega) for either a specific miR-342 or small interfering RNA control. Cell lysates were collected 30–36 h post-transfection and luciferase activity was determined using a Dual-Luciferase® Reporter Assay System (Promega, Mannheim, Germany). Renilla luciferase activity was normalized to firefly luciferase activity for each cell culture well and averaged across six well repetitions per condition.

### Statistical analysis

The two-tailed Student’s *t*-test was used to evaluate the significance of the differences between two groups; *p* values <0.05 were considered significant.

## Results

### Identification of the human alternatively activated macrophage-specific miRNA signature

In order to determine which miRNAs are expressed in human monocytes and differentiating macrophages in the presence of IL-4, CD14^+^ monocytes were separated from human peripheral blood and exposed to IL-4 for 12 or 72 h then subjected to microarray analysis in triplicate (the experimental design is shown in Additional file 3a). IL-4-induced expression of markers characteristic of alternative macrophage activation was confirmed by RT-qPCR and flow cytometry in human macrophages (Additional file 4a, b). Principal component analysis of microRNomes showed clear separation of monocytes from different stages of macrophage differentiation (Fig. 1a). In addition, alternative activation caused a moderate shift in the global macrophage microRNome at 72 h following IL-4 stimulation (Fig. 1a). Taken together, these results suggest that differentiation status and cytokine treatment correlate with distinct and characteristic miRNA expression profiles during human monocyte-derived macrophage differentiation. Next, we identified those miRNAs that were differentially regulated (FDR <0.1) 72 h after IL-4 treatment; 54 miRNAs showed significant IL-4-dependent regulation (33 upregulated and 21 downregulated; Fig. 1b; Additional file 5). We decided to further characterize two upregulated and two downregulated miRNAs. The selection was based on two criteria: (i) the miRNA expression level in IL-4-stimulated or control macrophages; and (ii) the published miRNA-associated functions. We examined miR-193b and miR-342-3p as two of the highly expressed IL-4-induced miRNAs. The IL-4-dependent induction of mir-193b expression is known, hence we used it as an adequate control of our differentiation method [24]. The other selected IL-4-enhanced miRNA, mir-342-3p, is associated with pro-apoptotic and anti-proliferative functions in different tumor types; it may, therefore, be a potential negative feedback regulator of IL-4-induced macrophage proliferation [11, 27, 58, 59]. Finally, we chose two members of the miR-99b-125a miRNA polycistron, including miR-99b and miR-125a-5p, where IL-4 was able to reduce the dramatic human monocyte–macrophage transition-dependent induction of miRNA expression. The expression changes of these miRNAs were validated using stem-loop RT-qPCR in monocytes as well as macrophages from four independent donors that were left unstimulated or differentiated with IL-4 (Fig. 1c; Additional file 6a). The expression of miR-342-3p was unchanged while miR-193b expression was slightly induced during the monocyte-to-macrophage transition, while both increased significantly in response to IL-4. In contrast, miR-99b and miR-125a-5p showed a significant induction during monocyte–macrophage differentiation. In addition, miR-99b and miR-125a-5p expression were attenuated in IL-4-stimulated macrophages in all four human donors, although the IL-4-dependent reduction of mir-99b expression did not reach statistical significance (*p* = 0.056) (Fig. 1c; Additional file 6a).

**Fig. 1:**
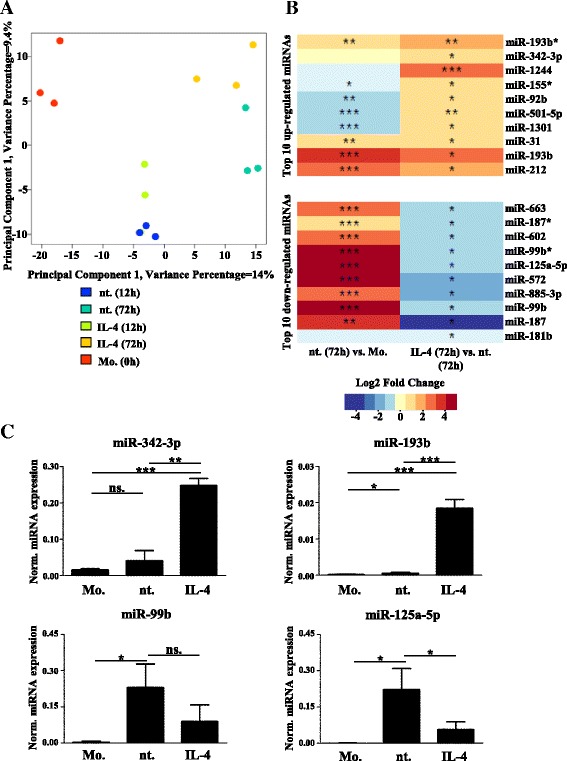
The IL-4 regulated microRNome in human alternatively activated macrophages. **a** Two-dimensional principle component analysis of the miRNA transcriptome of human peripheral blood-derived monocytes, as well as unstimulated and IL-4-stimulated differentiated macrophages obtained from three independent donors. Principal component analysis was carried out on all miRNAs expressed in monocytes and/or macrophages (500 miRNAs). Color scheme: monocytes (*Mo.*), *red*; 12-h nontreated (*nt.*) differentiating macrophages, *blue*; 12-h IL-4 stimulated differentiating macrophages, *light green*; 72-h nontreated macrophages, *dark green*; and 72-h IL-4-stimulated macrophages, *orange*. **b** Heatmap showing average fold changes and significance of the top ten IL-4 upregulated and downregulated miRNAs (FDR ˂0.1) in 72-h unstimulated macrophages compared with monocytes (*left panel*) and 72-h IL-4-treated macrophages compared with 72-h unstimulated macrophages (*right panel*) from three independent human donors. **c** Stem-loop RT-qPCR-based measurement of miR-342-3p, miR-193b, miR-99b, and miR-125a-5p expression in human monocytes, 72-h nontreated, and IL-4-stimulated macrophages. *Bars* show the mean ± standard deviation of normalized signal intensity values from four independent human donor-derived cells. *P ˂ 0.05, **P ˂ 0.01, ***P ˂ 0.001; *n.s.* not significant

### Conserved IL-4Rα/STAT6 signaling-dependent regulation of miR-342-3p, miR-99b, and miR-125a-5p expression during in vitro and in vivo mouse alternative macrophage activation

Next we asked if the identified IL4-dependent miRNAs (Fig. 1c) were regulated in an evolutionarily conserved manner between human and mouse. We therefore measured their expression in mouse bone marrow-derived macrophages (BMDMs) undergoing alternative macrophage activation using stem-loop RT-qPCR (the experimental design is shown in Additional file 3b). Alternative activation of mouse BMDMs was confirmed by flow cytometry and RT-qPCR-based measurements of known murine alternative macrophage activation markers and by assessment of arginase activity (Additional file 4c–e). As shown in Fig. 2a, miR-342-3p, miR-99b, and miR-125a-5p were regulated by IL-4 similar to the human cells. In contrast, miR-193b expression did not change upon IL-4 treatment. These findings suggest that the IL-4-mediated regulation of miR-342-3p, miR-99b, and miR-125a-5p is conserved between humans and mice.

**Fig. 2:**
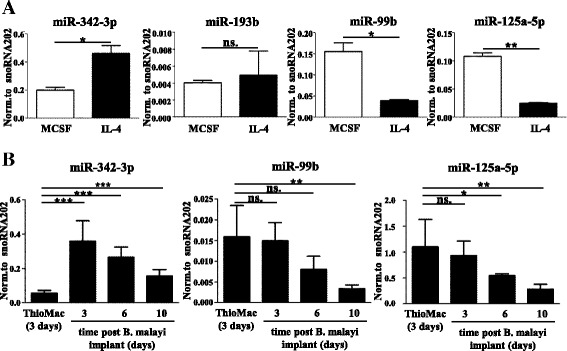
Conserved miRNA expression in mouse in vitro and in vivo differentiated and alternatively activated macrophages. **a** Stem-loop RT-qPCR-based measurement of miR-342-3p, miR-193b, miR-99b, and miR-125a-5p expression in IL-4-stimulated and unstimulated mouse bone marrow-derived macrophages. Each data point represents the mean and standard deviation of three individual animals. *P ˂ 0.05, **P ˂ 0.01; *ns.* not significant. **b** Stem-loop RT-qPCR-based quantification of miR-342-3p, miR-99b, and miR-125a-5p in mouse thioglycolate-elicited and in vivo alternatively activated macrophages. Each data point represents the mean and standard deviation of five individual animals. *P ˂ 0.05, **P ˂ 0.01, ***P ˂ 0.001; *ns.* indicates not significant

In order to determine if the IL-4-mediated changes of miRNA expression measured in vitro also occur in vivo, we applied a mouse model of alternative macrophage activation. As described previously, intraperitoneal implantation of the filarial nematode *B. malayi* results in the accumulation of macrophages with M2-like characteristics, including elevated expression of Ym1, Fizz1/RELM-α, and Arg1 [7, 60]. Based on this, we determined miR-342-3p, miR-99b, and miR-125a-5p expression in nematode-elicited macrophages at different time points after infection (the experimental design is shown in Additional file 3c). In line with our in vitro results, miR-342-3p expression was upregulated in nematode-elicited macrophages 3 days after *B. malayi* implantation compared with naïve cells and showed continuously decreasing kinetics at later time points (Fig. 2b). Furthermore, both miR-99b and miR-125a-5p showed reduced expression during *B. malayi*-induced alternative macrophage activation, also reinforcing our in vitro findings (Fig. 2b). These results suggest that the conserved IL-4-dependent regulation of miR-342-3p, miR-99b, and miR-125a-5p expression holds in vivo relevance. Therefore, we focused our efforts on the identification of the upstream regulator(s) of miR-342-3p, miR-125a, and miR-99b expression during mouse alternative macrophage activation. In macrophages, IL-4 acts via IL-4Rα-containing type I and II receptor complexes [6]. As expected, we found that both the IL-4-mediated induction of miR-342-3p as well as the reduction of miR-99b and miR-125a-5p expression were completely abolished in IL-4Rα-deficient macrophages, confirming the requirement of the receptor for transmitting the IL-4 stimulus (Fig. 3a). IL-4 receptor complexes activate both the JAK/STAT6 and PI3K signaling pathways [6]. Since STAT6 transcription factor has been shown to be the dominant mediator of IL-4-induced transcriptional changes in macrophages [6], we hypothesized that STAT6 might be primarily responsible for the IL-4-induced changes in the macrophage microRNome. In order to assess the contribution of STAT6 to the regulation of the IL-4-responsive miRNAs, we analyzed the microRNome of WT and STAT6-deficient macrophages in the absence and presence of IL-4. We found that the majority of IL-4-responsive miRNAs in WT macrophages were STAT6-dependent (151 from 157; Fig. 3b; Additional file 7). Interestingly, we found only 11 miRNAs that showed changed expression upon IL-4 stimulus in STAT6-deficient macrophages (Fig. 3b; Additional files 7 and 8a). The IL-4-induced upregulation of miR-342-3p and downregulation of miR-99b and miR-125a-5p proved to be STAT6-dependent, which was also validated by stem-loop RT-qPCR (Fig. 3c). Taken together, these findings suggest that these miRNAs are regulated exclusively via the IL-4Rα/STAT6 signaling axis during alternative macrophage activation.

**Fig. 3:**
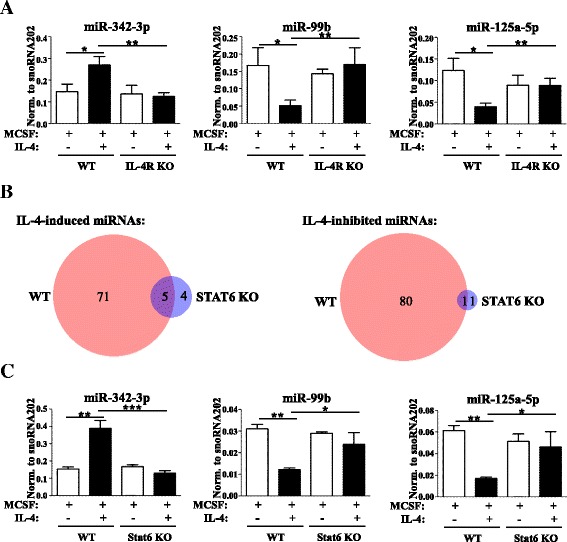
IL-4Rα and Stat6-dependency of IL-4-regulated miRNA expression in mouse macrophages. **a** miR-342-3p, miR-99b, and miR-125a-5p expression in IL-4-stimulated or unstimulated wild-type (*WT*) and IL-4Rα-defficient (*IL-4Rα KO*) mouse bone marrow-derived macrophages as measured by stem-loop RT-qPCR. Each data point represents the mean and standard deviation of four or three (WT or IL-4Rα KO, respectively) individual animals. *P ˂ 0.05, **P ˂ 0.01, ***P ˂ 0.001. **b** The number of miRNAs showing significant (FDR ˂0.1) IL-4-dependent regulation in wild-type (*WT*) and Stat6-deficient (*STAT6 KO*) macrophages. **c** Stem-loop RT-qPCR-based quantification of miR-342-3p, miR-99b, and miR-125a-5p expression in IL-4-stimulated or unstimulated WT and Stat6 KO mouse bone marrow-derived macrophages. Each data point represents the mean and standard deviation of three individual animals. *P ˂ 0.05, **P ˂ 0.01, ***P ˂ 0.001

### Direct Stat6-dependent induction of miR-342-3p and its host gene, EVL, during alternative activation of murine and human macrophages

Intronic miRNAs and their host genes are often co-regulated, although there are known instances when intronic miRNAs are regulated by their own promoter region independently of that of the host gene [61, 62]. miR-342-3p is encoded within the third intron of the EVL gene in humans and mice and its expression showed coordinated regulation in both human colorectal cancer and multiple myeloma [63, 64]. Therefore, we decided to further characterize the potential regulatory mechanism controlling the expression of the host gene and the miRNA during human and mouse alternative macrophage activation. For this reason we analyzed publicly available GRO-seq data from unstimulated and ChIP-seq datasets from both IL-4-stimulated and unstimulated mouse macrophages [65, 66].

Combined analysis of transcription of nascent RNA (GRO-seq) and the location of the active transcription start site (TSS)-specific histone mark H3K4m3 (ChIP-seq) data showed that the shortest known transcript variant of Evl (NM_001163396) was transcribed in resting mouse macrophages (Fig. 4a). Furthermore, the H3K4m3 histone modification was increased at the TSS of Evl in IL-4-stimulated macrophages compared with unstimulated cells (Fig. 4a). Interestingly, the H3K4m3 peak was not detected in the intronic region of Evl around the miR-342-3p coding region, suggesting that Evl and miR-342-3p utilized a common TSS in resting and alternatively activated mouse macrophages (Fig. 4a). To further explore the IL-4-dependent regulation of miR-342-3p and Evl in mice, we measured the expression of both mature miRNA and its host gene in mouse bone marrow cells as well as in IL-4-stimulated and unstimulated BMDMs. Both Evl and miR-342-3p expression levels were induced during mouse BMDM differentiation, which was further increased by IL-4 in a STAT6-dependent manner (Fig. 4b, c).

**Fig. 4:**
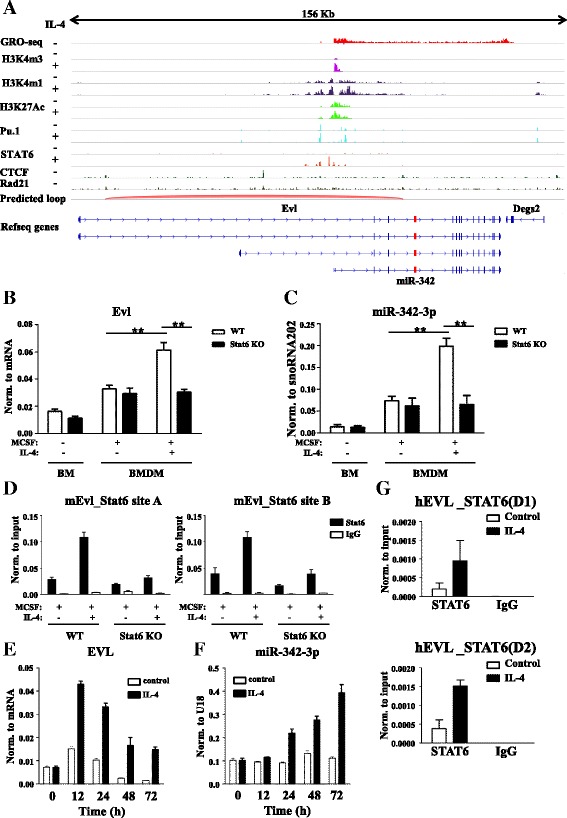
Mechanism of IL-4-dependent co-regulation of miR-342-3p and EVL expression in human and mouse macrophages. **a** Strand-specific GRO-Seq, CTCF, and Rad21-specific ChIP-seq signals in unstimulated as well as H3K4m3, H3K4m1, H3K27Ac, Pu.1, and Stat6 ChIP-Seq signals in IL-4-stimulated and unstimulated mouse macrophages at the EVL locus visualized by the Integrative Genomics Viewer. **b** RT-qPCR-based measurement of Evl expression in bone marrow (*BM*) cells and IL-4 stimulated or unstimulated bone marrow-derived macrophages (*BMDM*) in wild-type (*WT*) or Stat6-deficient (*Stat6 KO*) mice. Each data point represents the mean and standard deviation (SD) of three individual animals. **P ˂ 0.01. **c** Stem-loop RT-qPCR-based quantification of miR-342-3p expression in bone marrow cells and IL-4 stimulated or unstimulated bone marrow-derived macrophages in WT or Stat6 KO mice. Each data point represents the mean and SD of three individual animals. **P ˂ 0.01. **d** IL-4-induced Stat6 binding of two regulatory regions of the mouse EVL gene in WT and Stat6 KO mouse macrophages measured by ChIP-qPCR. Columns represent mean arbitrary units described in the “Methods” section ± SD. **e** RT-qPCR-based measurement of EVL expression during human macrophage differentiation in the absence or presence of IL-4 (a representative example of three independent human donors is shown). **f** Stem-loop RT-qPCR-based quantification of miR-342-3p expression during human macrophage differentiation in the absence or presence of IL-4 (a representative example of three independent human donors is shown). **g** IL-4-induced recruitment of STAT6 to the human EVL (*hEVL*) locus in macrophages obtained from two independent human donors (*D1* and *D2*) measured by ChIP-qPCR. Data are expressed as mean ± SD

Moreover, we examined the macrophage lineage-specific transcription factor Pu.1 and IL-4-activated STAT6 binding at the predicted EVL-associated functional domain/chromatin loop. First, CTCF and Rad21 ChIP-seq data sets from unstimulated macrophages were used for the functional domain/chromatin loop prediction. Functional chromatin domains were defined using the following criteria: (i) common CTCF and Rad21 binding at the starting points of chromatin interactions; and (ii) a predominantly convergent direction of the CTCF elements under CTCF/Rad21 co-peaks [67–70]. One distinct Evl-associated putative functional domain (loop) was predicted using these features (Fig. 4a). Next, Pu.1-bound genomic regions were identified and examined within the predicted functional domain in both unstimulated and IL-4-treated macrophages but Pu.1-binding was not influenced by IL-4 stimulation (Fig. 4a). In addition, IL-4-induced Stat6 peaks were detected both upstream and downstream of the TSS of the Evl gene in mouse macrophages [65] (Fig. 4a).

Next we validated two Stat6-bound genomic regions −4 kb (mEvl_Stat6 site A) and +4 kb (mEVL_Stat6 site B) from the TSS. ChIP followed by qPCR showed an enrichment of Stat6 binding at these sites in IL-4-stimulated WT macrophages relative to untreated WT and IL-4-treated Stat6-deficient macrophages as well as IgG controls (Fig. 4d). These are the likely enhancers controlling Evl as well as miR-342-3p induction. In order to determine whether IL-4-mediated co-regulation of EVL and miR-342-3p is conserved between human and mouse, we measured their expression in human monocyte-derived unstimulated and IL-4-stimulated macrophages. As shown in Fig. 4e and Additional file 6b, IL-4 induced EVL expression in all three donors after 12 h, which then was reduced at later time points. miR-342-3p followed similar but delayed kinetics upon IL-4 treatment as its elevated expression was only detectable after 24 h (Fig. 4f; Additional file 6c). In order to assess whether STAT6 binds the genomic locus of human EVL, we utilized public human STAT6 ChIP-seq datasets from IL-4 stimulated Th2-type T cells [71]. Interestingly, a genomic region within +0.3 kb of the TSS of the EVL gene was occupied by STAT6 in these cells. Therefore, we hypothesized that this region might also be occupied by STAT6 in human alternatively activated macrophages. This could be confirmed by ChIP-qPCR in two independent donors (D1 and D2; Fig. 4g). These findings suggest that miR-342-3p and its host gene, EVL, are coordinately regulated by IL-4 via direct DNA binding of STAT6 in both mouse and human macrophages.

### Alternative macrophage activation-specific repression of the miR-99b-125a miRNA polycistron is mediated at the transcriptional level by IL-4/STAT6 signaling

Similarly to the analyses described above (Fig. 4a), we took advantage of publicly available GRO-seq datesets from unstimulated as well as ChIP-seq datasets from IL-4-stimulated and unstimulated mouse macrophages [65] to identify the primary transcripts coding miR-99b and miR-125a and further investigate the regulation of miR-99b and miR-125a expression. We identified only one overlapping H3K4m3 peak with a divergent GRO-seq signal, a hallmark of an active enhancer, downstream of the miR-99b and miR-125a-coding genomic region, confirming the common TSS and polycistronic transcription of miR-99b and miR-125a (Fig. 5a). In order to determine whether IL-4 represses miR-99b and miR-125a expression at the transcriptional or mRNA maturation level, we measured the expression of both primary (pri-miR-99b-125a) and mature transcripts in mouse bone marrow as well as IL-4-stimulated or unstimulated BMDMs (the genomic localization of the pri-miR-99b-125a-specific primer pair is shown in Additional file 9). miR-99b, miR-125a-5p, and pri-miR-99b-125a expression levels were increased to a similar extent in BMDMs compared with the bone marrow cells (Fig. 5b). Furthermore, IL-4 was able to reduce the expression of both pri-miR-99b-125a and the mature miRNAs in BMDMs compared with untreated cells (Fig. 5b). As shown in Fig. 3b, IL-4-mediated negative regulation of mature miR-99b and miR-125a-5p expression proved to be Stat6-dependent in mouse macrophages; hence, it was logical to assume that IL-4 represses the primary miRNA in a similar manner. Therefore, the expression level of pri-miR-99b-125a was measured in IL-4-stimulated and unstimulated BMDMs derived from WT and Stat6-deficient mice. We found that IL-4-dependent repression of pri-miR-99b-125a was completely abolished in the absence of Stat6 (Fig. 5c), suggesting that Stat6 is the key transcriptional mediator of the IL-4-dependent repression of miR-99b and miR-125a-5p expression. In order to determine the direct regulatory role of the lineage-specific transcription factor Pu.1 and the signal-specific transcription factor STAT6 in the IL-4-mediated repression of pri-miR-99b-125a expression, we sought to identify the Pu.1 and STAT6-bound genomic regions using resting and IL-4-stimulated, macrophage-derived, publicly available ChIP-seq dataset [65].

**Fig. 5:**
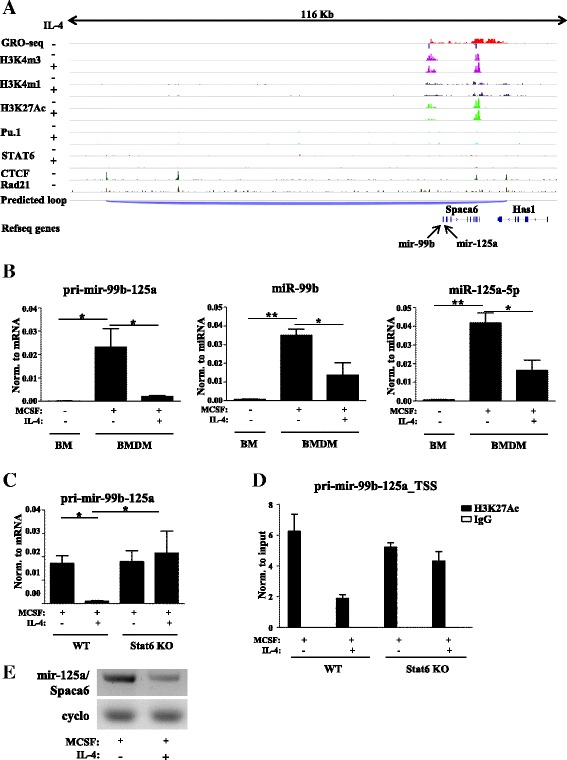
IL-4-dependent and Stat6-mediated repression of the miR-99b-125a miRNA polycistron. **a** Strand-specific GRO-Seq, CTCF, and Rad21-specific ChIP-seq signals in unstimulated as well as H3K4m3, H3K4m1, H3K27Ac, Pu.1, and Stat6 ChIP-Seq signals in IL-4-stimulated and unstimulated mouse macrophages at the miR-99b-125a and Spaca6 loci visualized by the Integrative Genomics Viewer. **b** Pri-miR-99b-125a, miR-99b, and miR-125a-5p expression in bone marrow cells (*BM*), MCSF, and MCSF + IL-4-treated BMDMs. Each data point represents the mean and standard deviation (SD) of three individual animals. *P ˂ 0.05, **P ˂ 0.01. **c** Expression of the pri-miR-99b-125a polycistron in IL-4-stimulated or unstimulated BMDMs derived from wild-type (*WT*) or Stat6-defficient (*Stat6 KO*) mice. Each data point represents the mean and SD of three individual animals. *P ˂ 0.05. **d** H3K27Ac ChIP-qPCR in IL-4-treated or nontreated WT or Stat6 KO mouse BMDMs at the potential TSS of pri-miR-99b-125a. Data are expressed as mean ± SD. **e** RT-PCR-based detection of a common transcript of pri-miR-99b-125a and Spaca6 in IL-4-treated or nontreated WT mouse BMDMs. Cyclophilin A (cyclo) serves as normalization control

However, Pu.1- and Stat6-binding activity could not be detected within the predicted functional domain of pri-miR-99b-125a. These findings suggest that although the IL-4-mediated regulation of miR-99b and miR-125a expression is STAT6-dependent, (i) it might not be regulated via direct STAT6 DNA binding or (ii) the regulatory region might be outside of that explored within this study (Fig. 5a). Interestingly, H3K27 acetylation (the active histone mark) of the TSS of pri-miR-99b-125a was IL4-dependently reduced in WT but not in STAT6-deficient BMDMs (Fig. 5a, d), which further suggests that IL-4 represses transcription of the miR-99b-125a polycistron in a STAT6-dependent manner.

In addition, we found nascent RNA transcription at the genomic locus of the neighboring Spaca6 gene, although no H3K4m3 peak was detected at the 5′ end of this gene (Fig. 5a). Based on this observation, we hypothesized that the miR-99b-125a polycistron and Spaca6 might have common primary transcripts in macrophages. In order to test this, we used RT-PCR assays in which the PCR primers detected both miR-125a and the first predicted exon of Spaca6 (the genomic localization of a common pri-miR-99b-125a and Spaca6-specific primer pair is shown in Additional file 9). As shown in Fig. 5e, the expected 440-nucleotide PCR product was present in untreated macrophages and IL-4 treatment reduced the expression of this transcript (Fig. 5e). These findings suggest that the miR-99b-125a polycistron and Spaca6 form one STAT6-regulated transcription unit and they are encoded by the same primary transcript.

### miR-342-3p regulates cell proliferation and apoptosis-associated signaling pathways at the post-transcriptional level in macrophages

In order to gain insights into the molecular pathways controlled by miR-342-3p, we examined the transcriptome of miR-342-3p-transfected RAW264.7 macrophages and identified a set of repressed miR-342-3p direct target genes using computational and biochemical approaches (a flowchart of experimental approaches is shown in Fig. 6a). 

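RAW264.7 is an established mouse macrophage-like cell line. The cells were transfected with 30 nM of a miR-342-3p mimic, a synthetic RNA that acts as the mature microRNA, or with a scrambled control mimic (miR-negative control), and total RNA was isolated 18 h later. RNA from 3 control-transfected and 3 miR-342-3p-transfected samples was hybridized to Affymetrix whole-transcript mouse gene arrays, with 1 sample on each array and a labeling input of 150 ng. The legend of Fig. 8a describes the 3 samples of a group as independent experiments. Precision is limited by the number of arrays.
The authors processed the array scans with RMA, which corrects the background, brings the probe intensities of all arrays to one distribution and summarizes the probes of a probe set into 1 log2 value. The deposited log2 values cover 35556 probe sets. Of these, 21789 were assigned to 1 gene, 1621 to several genes and 12146 were unnamed. As the methods of the paper state, the probe set with the largest interquartile range across the 6 arrays represented a gene, which left 19938 genes. No filter on level was applied. Differences between the groups were fitted with limma, a linear model for each gene with a moderated estimate of the spread, and adjusted by the Benjamini and Hochberg method to an FDR. All log2 fold changes are miR-342-3p minus control, and genes were called at the FDR threshold of 0.1 that the paper uses. The threshold, the probe set chosen for a gene and the scaling of the arrays could change the number of genes called.
The control arrays were close to each other, with correlations across genes between 0.9982 and 0.9986. The miR-342-3p arrays were more spread, with correlations between 0.9909 and 0.9926. In a principal component analysis the first component held 61.1% of the variance. The control arrays had scores from -18.71 to -15.79 on it, whereas miR-342-3p replicates 1, 2 and 3 had scores of 28.67, 20.85 and 0.85. The second component held 24.8% and set replicate 1 (-17.41) apart from replicate 2 (22.92). Replicate 3 thus lay nearer to the controls, and its correlation with them (0.9958 to 0.9961) was higher than with replicates 1 and 2 (0.9926 and 0.9917).

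**Figure D1:**
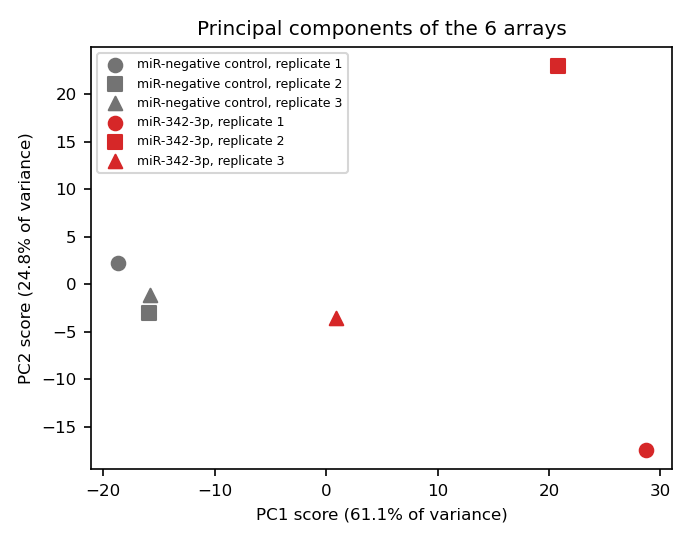
Scores of the 6 arrays on the first and second principal components of the log2 values of all genes tested; grey symbols are control and red symbols miR-342-3p-transfected samples, and the shape gives the replicate. The 3 control arrays lie together at the left, and miR-342-3p replicate 3 (0.85 on the first component) lies between them and the other miR-342-3p arrays.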

Microarray analysis of miR-342-3p and miR-negative control-transfected cells identified 2640 downregulated and 2341 upregulated genes (FDR <0.1) in miR-342-3p-overexpressing macrophages compared with negative control-transfected cells (Fig. 6a; Additional file 10). 

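In the deposited values 1479 genes were downregulated and 825 upregulated in miR-342-3p-transfected cells, and 52 genes passed an FDR of 0.01 or less. The 12 largest falls included that of Cenpe, a kinetochore motor protein, with a log2 fold change of -1.32 (standard error 0.41, FDR = 0.098). Rif1, which acts in replication timing and DNA break repair, was at -1.25, Cip2a, an inhibitor of protein phosphatase 2A, at -1.19, and the spindle-associated gene Cspp1 at -1.26. The mitochondrial import factor Timm8a1 decreased from a log2 value of 8.96 ± 0.086 (SD, n = 3 arrays) to 7.71 ± 0.21 (SD, n = 3), with an FDR of 0.0034. Idi1, an enzyme of cholesterol synthesis, fell by 1.22 and the splicing regulator Mbnl3 by 1.19 on the log2 scale. Zfp931 (-1.50), Atxn1 (-1.34), Depdc1a (-1.23), Ptchd1 (-1.21) and Slf1 (-1.18) completed the group. A second probe set of Atxn1 had a log2 fold change of 0.039, and other probe sets of Ptchd1 and Slf1 gave -0.36 and -0.29. Of the other probe sets of Cspp1, 1 gave 0.20 and the rest from -1.31 to -0.14, and the probe set with the highest mean was at -0.14 (FDR = 0.58). The fall of Cenpe was largest in miR-342-3p replicate 2 (a change of -2.48, against -0.47 in replicate 3) and was -0.74 without it, and Cenpe missed the threshold with repeated quantile normalization (FDR = 0.104), with the trend and robust prior (FDR = 0.167), without replicate 1 (FDR = 0.158) and without any 1 control array. Rif1, Zfp931 and Cspp1 likewise missed it with the trend and robust prior and without any 1 control array. Rif1 was at -0.82 without replicate 2 and Zfp931 at -0.99 without replicate 1. Without miR-342-3p replicate 1, Rif1 (FDR = 0.141) and Cspp1 (FDR = 0.194) missed the threshold. Without replicate 2, Cspp1 (FDR = 0.13) and Zfp931 (FDR = 0.1) missed it, and Cspp1 did so with array weights (FDR = 0.109). Cip2a, Depdc1a and Slf1 also missed the threshold without any 1 control array, and Ptchd1 without control replicate 1 or 2. Slf1 missed it without miR-342-3p replicate 1 as well (FDR = 0.117).
The 12 largest rises included 4 small noncoding RNAs, namely the small nucleolar RNAs Snora44 (2.57) and Snora31 (2.57), the Y RNA Rny1 (2.28) and the U3 RNA Rnu3a (1.74), next to the vault RNA Vaultrc5 (3.00, standard error 0.27, FDR = 0.0034). The cytokine gene Il1f9, which encodes IL-36γ, increased from 6.66 ± 0.10 to 8.76 ± 0.45 (SD, n = 3 arrays each; FDR = 0.0034), and Ly6g from 7.75 ± 0.10 to 9.81 ± 0.37 (SD, n = 3 each; FDR = 0.0031). Rises were also measured for the chemokine gene Cxcl10 (1.54), the glycine transporter Slc6a9 (1.56), the lipid droplet gene Hilpda (1.51), the iron exporter Slc40a1 (1.44) and the phosphatase regulator Ppp1r15a (1.36). The values of the groups did not overlap in 36.9% of all genes, where chance gives 10% for 3 arrays against 3.
The downregulated genes were 64.2% of those called. This share was 77.2% when each array was centered on its median (1384 down and 408 up) and 43.8% when quantile normalization was repeated (1422 down and 1826 up). Without miR-342-3p replicate 3 the counts were 2422 down and 2104 up, whereas they were 102 and 100 without control replicate 1, 115 and 88 without control replicate 2, and 140 and 94 without control replicate 3.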

To identify those biological functions whose activity might be regulated by miR-342-3p, we analyzed the list of the most significantly regulated genes (FDR ≤0.01) using the ClueGO Cytoscape plugin [72]. We found that the significantly overrepresented miR-342-3p-regulated Gene Ontology (GO) categories included cellular metabolism and regulation of viable cell number, including cell proliferation and cell death (Fig. 6b). In addition, Sylamer analysis of the microarrays derived from miR-342-3p and miR-negative control-transfected cells showed that the complementary sequence of the 8-mer seed region of miR-342-3p was enriched within the 3′ UTR of downregulated genes in miR-342-3p-transfected cells, confirming the specificity of the miR-342-3p-induced transcriptomic changes (Fig. 6c). 

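Gene lists for cell proliferation and metabolism were written by hand before the data were examined, although parts of the tables of the paper from these arrays had been seen, and stand in for the GO categories. Of 49 measured genes of DNA replication, 39 were lower in miR-342-3p-transfected cells, none was higher and 10 did not pass the test (43 lower when adjusted over the list alone). The catalytic subunit Pola1 of DNA polymerase alpha had a log2 fold change of -1.14 (standard error 0.24, FDR = 0.035), the single-strand DNA-binding protein gene Rpa3 of -1.03 (FDR = 0.046), the clamp loader gene Rfc4 of -0.98 and the helicase component gene Gins1 of -0.93. Another probe set of Rpa3 gave -0.52. Of 46 genes of mitosis, 29 were lower and none higher (40 lower when adjusted over the list alone). They included the condensin subunit Ncapg (-1.14, standard error 0.23, FDR = 0.032), the spindle motor Kif11 (from 10.17 ± 0.065 to 9.17 ± 0.51, SD, n = 3 arrays each) and Hmmr (-0.96). Of 29 genes of the DNA damage checkpoint and recombination, 20 were lower and none higher (22 lower when adjusted over the list alone). Examples were Atr (-0.92), Brca2 (-0.91), Atm (-0.85) and Tipin (-0.83). Brca2 and Atm fell most in miR-342-3p replicate 2 (-1.58 and -1.42). Their changes were -0.76 and -0.79 in replicate 1 and -0.41 and -0.34 in replicate 3. When 1 array was left out, their smallest falls were -0.58 and -0.56.
In metabolism, 16 of 20 measured genes of cholesterol synthesis were lower and none higher (20 lower when adjusted over the list alone). Squalene synthase, encoded by Fdft1, had a log2 fold change of -0.93 (standard error 0.10, FDR = 0.0072), Msmo1 of -0.86 and Hmgcs1 of -0.82. In fatty acid synthesis, 4 of 15 genes were lower and none higher (6 lower when adjusted over the list alone), namely Acaca (-1.12), which encodes acetyl-CoA carboxylase, Scd2 (-0.62), Elovl5 (-0.44) and Acly (-0.30). Another probe set of Acaca gave -0.74. Of 38 genes of oxidative phosphorylation, 6 were lower and none higher (9 lower when adjusted over the list alone), with Ndufa9 (-0.58), Ndufs1 (-0.56), Sdhd (-0.53) and Sdha (-0.44) showing the largest falls. Among 32 genes of cytosolic ribosomal proteins, Rps14 (0.32) and Rps15 (0.27) were higher, none was lower and 30 did not pass the test (2 higher when adjusted over the list alone). Other probe sets of Rps15 gave 0.039 and 0.13.
Each list was set against all other genes with camera at a preset correlation of 0.01. The lists of DNA replication (median log2 fold change -0.37, adjusted p = 1.01e-25), mitosis (-0.46, adjusted p = 8.64e-23), checkpoint and recombination (-0.48, adjusted p = 7.15e-15), cholesterol synthesis (-0.45, adjusted p = 9.88e-19), fatty acid synthesis (-0.069, adjusted p = 0.0092) and oxidative phosphorylation (-0.12, adjusted p = 1.72e-06) were shifted down. None of these camera calls held when the correlation was estimated from the arrays (adjusted p = 0.195 with an estimated correlation for each of the first 4 lists, 0.300 for fatty acid synthesis and 0.420 for oxidative phosphorylation). A second test, fry, asks whether the genes of a list move one way on balance. Its adjusted p was 0.016, 0.022, 0.026 and 0.013 for the first 4 lists and 0.042 for fatty acid synthesis, all called lower. Oxidative phosphorylation was not called by fry (adjusted p = 0.105). Genes of a list are not independent replicates. The ribosomal list was not called (adjusted p = 0.121).
An FDR of 0.01 or less, the threshold of the enrichment test in the paper, was reached by 52 genes. Among them was 1 gene of mitosis, 1 of cholesterol synthesis and none of DNA replication. None of these lists was overrepresented by Fisher's exact test, two-sided (adjusted p = 0.378 for mitosis and 0.292 for cholesterol synthesis). Chance gives 0.12, 0.052 and 0.13 genes, so the test cannot tell absence of enrichment from too few genes selected. Cholesterol synthesis was overrepresented at this threshold with the replicate block (8 genes, adjusted p = 9.03e-09), the trend and robust prior (9 genes, adjusted p = 1.62e-10) and array weights (7 genes, adjusted p = 7.98e-09). DNA replication and mitosis were overrepresented as well with the replicate block (8 genes, adjusted p = 4.3e-06, and 10 genes, adjusted p = 2.56e-08). The same held with the trend and robust prior (9 genes, adjusted p = 4.42e-07, and 6 genes, adjusted p = 3.32e-04). DNA replication, but not mitosis, was overrepresented with array weights (4 genes, adjusted p = 0.00571) and repeated quantile normalization (3 genes, adjusted p = 0.008). Without miR-342-3p replicate 3 the lists of DNA replication (15 genes, adjusted p = 1e-09), mitosis (14 genes, adjusted p = 2.43e-09) and cholesterol synthesis (8 genes, adjusted p = 6.51e-07) were overrepresented at this threshold. Among all genes called at the threshold of 0.1, DNA replication (39 genes, adjusted p = 1.07e-26), mitosis (adjusted p = 1.36e-15) and cholesterol synthesis (adjusted p = 1.48e-11) were overrepresented.
Replicate 3, the miR-342-3p array that lay nearer to the controls, had list medians of -0.29, -0.29, -0.27 and -0.35 in DNA replication, mitosis, checkpoint and recombination, and cholesterol synthesis, the smallest of the 3 replicates in each. Leaving out control replicate 1, 2 or 3 left 6, 5 and 5 lower genes of DNA replication, 3, 2 and 4 of mitosis, 1, 1 and 2 of checkpoint and recombination, 7 each of cholesterol synthesis, 1 each of fatty acid synthesis, 2 each of oxidative phosphorylation and no higher ribosomal gene. Leaving out miR-342-3p replicate 1 left 17 of mitosis and 10 of checkpoint and recombination, and leaving out replicate 2 gave 14 of oxidative phosphorylation, where the trend and robust prior called 11 lower genes. The trend and robust prior also called 5 ribosomal genes lower and 3 higher, the replicate block called no ribosomal gene (FDR = 0.105 for Rps14 and 0.167 for Rps15), the probe set with the highest mean gave 1 higher and 1 lower, centering each array left 1 higher ribosomal gene, and repeated quantile normalization gave 3 higher and 1 lower ribosomal genes and 1 higher gene of oxidative phosphorylation. The paper reports categories of metabolism and viable cell number among those overrepresented.

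**Figure D2:**
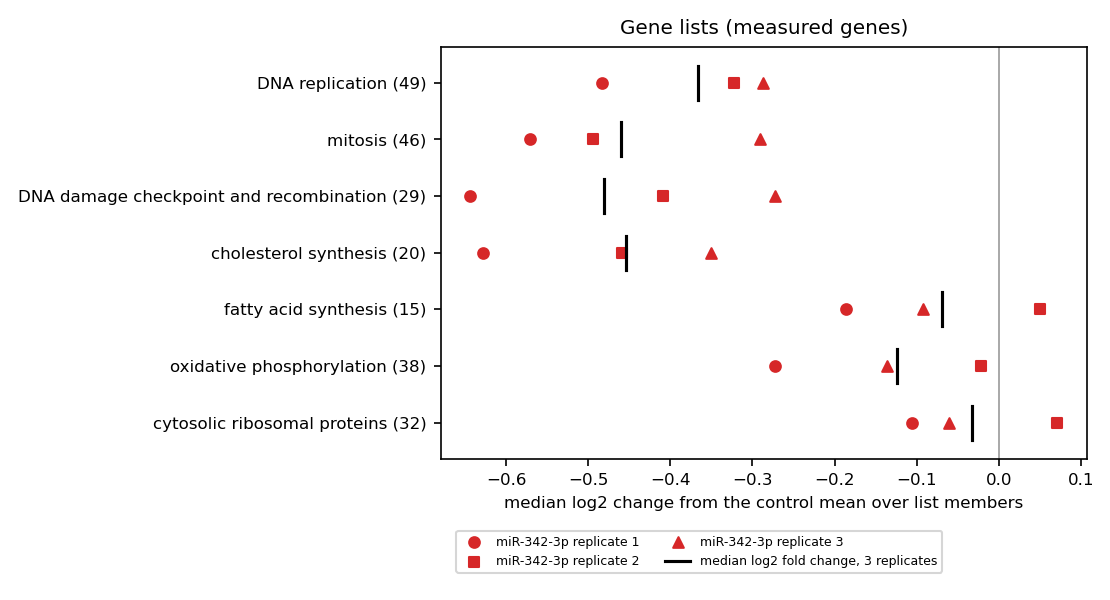
Median log2 change from the control mean over the measured members of each list (number in parentheses), with 1 red symbol per miR-342-3p replicate and a black line at the median log2 fold change of the 3 replicates. All replicates lie below 0 for DNA replication, mitosis, checkpoint and recombination, cholesterol synthesis and oxidative phosphorylation, and replicate 2 lies above 0 for fatty acid synthesis (0.050) and ribosomal proteins (0.072); the ribosomal median of -0.032 is 0.010 when quantile normalization is repeated.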

For the identification of functionally important miRNA–mRNA interactions we used a new TargetExpress method (manuscript submitted; see “Methods”) that combines TargetScan [49] and microT-CDS [50] predictions with the gene expression profile of the negative control condition. 

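The genes that head the table of predicted targets in Additional file 11 were looked up on the arrays. Of the 6 genes with the highest prediction scores, 4 were downregulated in miR-342-3p-transfected cells. Tmx1, a thioredoxin-related membrane protein of the endoplasmic reticulum, decreased from a log2 value of 10.61 ± 0.038 to 9.88 ± 0.19 (SD, n = 3 arrays each), a log2 fold change of -0.73 (standard error 0.10, FDR = 0.013). Wdr77, a cofactor of protein arginine methylation, had a log2 fold change of -0.66 (standard error 0.086, FDR = 0.011), the Hippo pathway kinase Stk4 of -0.43 (FDR = 0.020) and the integrin subunit Itgam, a surface marker of macrophages, of -0.35 (FDR = 0.064). The other genes of this group did not pass the test. Arf3, for which the table of the paper counts 8 matches of a 7-mer seed in the 3′ UTR, had a log2 fold change of -0.0083 (standard error 0.072, FDR = 0.945), and Atxn2l, with 1 match of the 8-mer seed in that table, of 0.21 (FDR = 0.13). Arf3 and Atxn2l were added after the values in the table of the paper had been seen, and the values of the other 4 genes there had been seen as well. Itgam (FDR up to 0.232) and Stk4 (FDR up to 0.123) were not called when control replicate 1, 2 or 3 was left out. The table was used here only in part (737 rows), so no test was run over its genes.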

The resulting predicted miR-342-3p targets showed the best correlation with miR-342-3p-dependent repression of gene expression in our experimental system (Fig. 6d); 813 predicted miR-342-3p target genes were downregulated in pre-miR-342-3p-transfected cells (Fig. 6a; Additional file 11). These findings raise the possibility that these downregulated genes are repressed directly by miR-342-3p. However, further experimental confirmation is required for the demonstration of direct miR-342-3p-dependent repression.

**Fig. 6:**
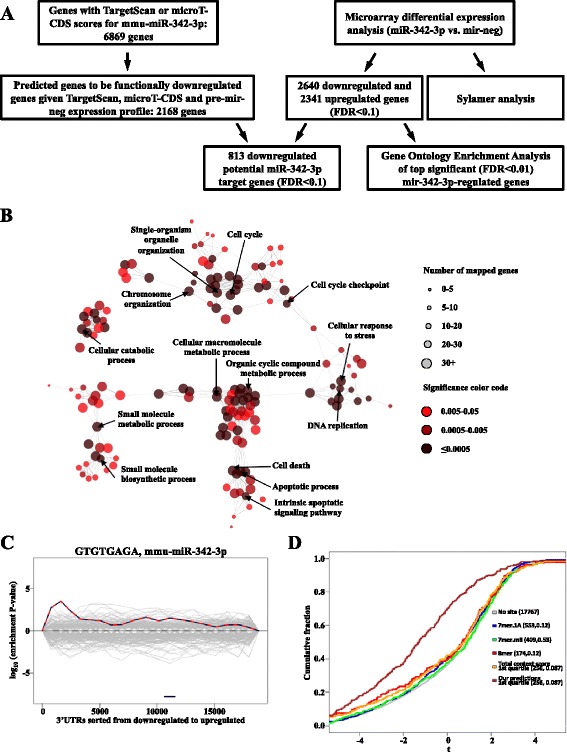
Global transcriptome and in silico analysis-based miR-342-3p target gene identification. **a** Schematic representation of combined microarray-based and computational miR-342-3p target gene identification. **b** Network visualization of Gene Ontology enrichment analysis of genes differentially expressed in miR-342-3p-transfected RAW264.7 mouse macrophages (FDR ≤0.01) using the ClueGO Cytoscape plugin. *Nodes* represent enriched GO biological process terms, *node colors* represent corresponding FDR values (Benjamini-Hochberg method), and *node sizes* represent the number of genes associated with the GO term. Only the label of the most significant term per group is shown. Nodes without second degree connections are omitted for clarity. **c** Sylamer analysis revealed that only miR-342-3p 8-mer *s*eed matches were enriched among downregulated genes in miR-342-3p-transfected macrophages compared with miR-negative control-treated cells. miR-342-3p and murine miRNA seed matches are represented as *red dashed lines* and *gray lines*, respectively. **d** Cumulative distributions of relative change (t-statistic) for different sets of potential miR-342-3p target genes with 7mer.1A (*blue*), 7mer.m8 (*green*), and 8-mer (*red*) seeds or the top 1000 TargetScan (*orange*) or microT-CDS (*purple*) and TargetExpress (*brown*) predictions to be functionally downregulated. Set size and the statistical significance of each set being more repressed than genes with no potential target site are shown in *parentheses*

### miR-342-3p acts as a regulator of macrophage cell number via reduction of cell viability and induction of apoptosis

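In miR-342-3p-transfected RAW264.7 cells, 8 of 25 measured cell cycle inhibitors and p53 targets were higher, none was lower and 17 did not pass the test (9 higher and 4 lower when adjusted over the list alone). The largest rises were those of Sesn2 (log2 fold change 1.10, standard error 0.15, FDR = 0.013), a stress-induced inhibitor of mTORC1 signaling, of the antiproliferative genes Btg2 (1.08, FDR = 0.0072) and Btg1 (0.66), and of Gadd45a (0.70), a DNA damage-inducible gene.
Of 22 measured members of the anti-apoptotic BCL2 and IAP families, Bcl2l1 and Xiap were lower, none was higher and 20 did not pass the test (8 lower and 3 higher when adjusted over the list alone). Of 29 pro-apoptotic BCL2 family members and caspase pathway genes, 3 were lower, 2 were higher and 24 did not pass the test (6 lower and 8 higher when adjusted over the list alone). Those higher encode the BH3-only proteins BIM and PUMA, Bcl2l11 (0.41, FDR = 0.042) and Bbc3 (0.38, FDR = 0.052). Those lower were Diablo (-0.39, FDR = 0.073), which encodes an antagonist of IAP proteins released from mitochondria, the mitochondrial gene Aifm1 (-0.38, FDR = 0.053) and Casp2 (FDR = 0.035).
With camera at the preset correlation the inhibitors and p53 targets shifted up (median 0.14, adjusted p = 0.044) and the anti-apoptotic list down (median -0.19, adjusted p = 0.0090), and neither call held (adjusted p = 0.522 and 0.492 with an estimated correlation). The pro-apoptotic list had a median of -0.012 (0.026 when quantile normalization was repeated) and a mean of 0.0092 (adjusted p = 0.609). The anti-apoptotic list had medians of -0.28, -0.086 and 0.0063 in miR-342-3p replicates 1, 2 and 3. Without replicate 1 its shift was not called at the preset correlation (median -0.069, camera adjusted p = 0.151). Without miR-342-3p replicate 3 the anti-apoptotic list had 7 lower and 3 higher genes and the pro-apoptotic list 3 lower and 6 higher. Without replicate 2 they had 5 and 0, and 5 and 3. Repeated quantile normalization gave 3 lower and 3 higher anti-apoptotic genes and 3 lower and 8 higher pro-apoptotic genes. With either filter on level these were 5 lower and 3 higher, and 4 lower and 6 higher, and 2 inhibitors and p53 targets were lower. Without control replicate 1, 2 or 3 there were 3, 4 and 4 higher genes among the inhibitors and p53 targets, 1 lower anti-apoptotic gene each time, and no pro-apoptotic gene called.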

Our transcriptome analysis revealed cellular proliferation and cell death as major target processes regulated by miR-342-3p. Proliferation of local macrophage population is induced by IL-4-mediated Th2-type inflammation [27]. Furthermore miR-342-3p has been described to be aberrantly downregulated in different malignancies, including colorectal and breast cancers [58, 63]. In addition, overexpression of miR-342-3p was found to induce apoptosis and block cancer cell proliferation [59, 63]. Thus, we hypothesized that IL-4-induced miR-342-3p expression could be a potential negative feedback mechanism controlling excessive macrophage expansion upon Th2-type cytokine stimulus.

In order to test this hypothesis, we sought to explore the functional effect of miR-342-3p on macrophage proliferation and/or apoptosis in the mouse macrophage cell line RAW264.7 transfected with miR-342-3p or miR-negative control miRNA mimics. Following transfection, cell numbers were determined at various time points by propidium iodide (PI) staining of permeabilized adherent cells [53]. The cell number of miR-342-3p-overexpressing macrophages showed 40 and more than 80 % reduction at 24 and 48 h post-transfection, respectively, compared with the miR-negative control-transfected cells (Fig. 7a). To confirm our results, resazurin reduction and neutral red uptake-based assays as independent in vitro cell viability analyses were also carried out [54]. As shown in Fig. 7b, c, miR-342-3p reduced viable macrophage cell numbers by 40 and 55 % at 48 h post-transfection in the resazurin and neutral red uptake assays, respectively. In order to assess if the decreased cell viability observed is the result of impaired progression of the cells through the cell cycle or is due to increased cellular death, we performed cell cycle analysis by PI staining and a necrosis/apoptosis assay by annexin V (AV)/PI double-staining of the miR-342-3p and miR-negative control-transfected macrophages. As shown in Fig. 7d, analysis of cell cycle distribution by Hoechst staining and slide-based imaging cytometry revealed that miR-342-3p overexpression was associated with a slight but not significant increase in the number of cells in S phase. However, miR-342-3p overexpression significantly increased the number of both AV-positive/PI-negative early (Fig. 7e, lower right quadrants) and AV/PI double positive late (Fig. 7e, upper right quadrants) apoptotic cells (Fig. 7e, f). From these results we concluded that miR-342-3p regulates macrophage cell numbers via induction of apoptosis.

**Fig. 7:**
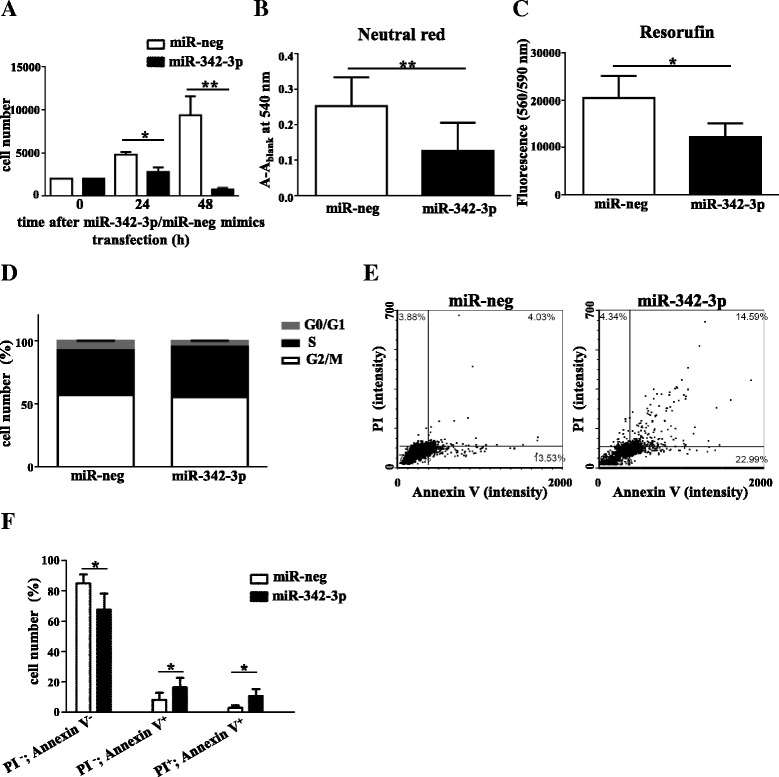
Reduced cell viability and increased macrophage apoptosis by miR-342-3p overexpression. **a** PI staining-based cell number analysis of RAW264. Seven cells at different time points following miR-342-3p mimic transfection. Each data point represents the mean and standard error of the mean (SEM) of five parallel samples from two independent experiments. *P ˂ 0.05, **P ˂ 0.01. **b** Neutral red-based cell viability analysis of miR negative control (*miR-neg*) and miR-342-3p (*miR-342-3p*) mimic-transfected RAW264.7 cells 48 h after miRNA mimic transfection. Each data point represents the mean and SEM of four independent experiments. *P ˂ 0.05. **c** Resorufin-based cell viability analysis of miR-negative control and miR-342-3p mimic-transfected RAW264.7 cells 48 h after miRNA mimic transfection. Each data point represents the mean and SEM of four independent experiments. *P ˂ 0.05. **d** Effect of miR-342-3p on cell cycle progression in RAW264.7 cells. Cell cycle distribution was evaluated by slide-based imaging cytometry after PI staining. Each data point represents the mean and standard deviation (SD) of three independent experiments. *P ˂ 0.05. **e** Representative dot plots of laser-scanning imaging cytometry analysis of AV- and PI-labeled miR negative control and miR-342-3p mimic-transfected RAW264.7 cells 48 h after miRNA mimic transfection. **f** Viable (PI-, AV-), early apoptotic (PI-, AV+) and late apoptotic (PI+, AV+) cell distribution 48 h following miR-negative control and miR-342-3p mimic transfection into RAW264.7 cells. Each data point represents the mean and SD of three independent experiments. *P ˂ 0.05

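Fig. 8a of the paper shows 23 anti-apoptotic genes, of which 21 were measured by a probe set of 1 gene. The other genes of the panel were not analysed here. The mean of each of the 21 genes was below that of the control. All 3 miR-342-3p arrays were below all 3 control arrays for each of them. Chance separates the groups, in either direction, in 10% of genes, and 36.9% of all genes were separated in these data. At an FDR under 0.1, 11 genes were lower and 10 did not pass the test (21 lower when adjusted over the list alone). The paper chose these genes on the same samples because they were repressed, so neither count is independent evidence of their direction. The largest fall was that of the RNA helicase gene Ddx3x (log2 fold change -0.83, standard error 0.13, FDR = 0.016). For Ddx3x a second probe set gave -0.64, with which its fall would not be the largest. The acetyltransferase subunits Naa15 and Naa16 were at -0.79 (standard error 0.22, FDR = 0.078) and -0.66 (FDR = 0.058). The caspase inhibitor Xiap was at -0.74 (FDR = 0.025) and the ubiquitin-conjugating enzyme variant Ube2v2 at -0.73 (FDR = 0.070), for which other probe sets gave -0.33. Naa15 and Ube2v2 fell most in miR-342-3p replicate 2 (-1.33 and -1.22, against -0.24 and -0.29 in replicate 3). When 1 array was left out, their smallest falls were -0.51 and -0.48. Stil (-0.63, FDR = 0.019), which acts in centriole duplication, the histone demethylase gene Kdm1a (-0.61, FDR = 0.018), the connexin gene Gja1 (-0.48, FDR = 0.026), the mitotic kinase gene Aurka (-0.38, FDR = 0.074), Casp2 (-0.34) and Bcl2l1 were also lower.
The 10 genes that did not pass had log2 fold changes from -0.41 to -0.20 and FDRs from 0.104 to 0.256. They were Birc6 (-0.41, FDR = 0.15), Jak2 (-0.39), Tgfbr1 (-0.37), Api5 (-0.30), Adam17 (-0.30), Prkci (-0.29), Zmynd11 (-0.27), Arrb1 (-0.24), Dnajc3 (-0.22, FDR = 0.11) and Htt (-0.20). The changes of Birc6 and Jak2 were -0.82 and -0.71 in miR-342-3p replicate 2 and -0.16 and -0.064 in replicate 3. Those of Api5 and Htt were largest in replicate 1 (-0.65 and -0.42). They were -0.083 and -0.081 in replicate 2 and -0.16 and -0.085 in replicate 3. When 1 array was left out, the smallest falls of Api5 and Htt were -0.12 and -0.083. Without replicate 3, 19 of the 21 genes were called, whereas 2, 3 and 4 were called without control replicate 1, 2 and 3.

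**Figure D3:**
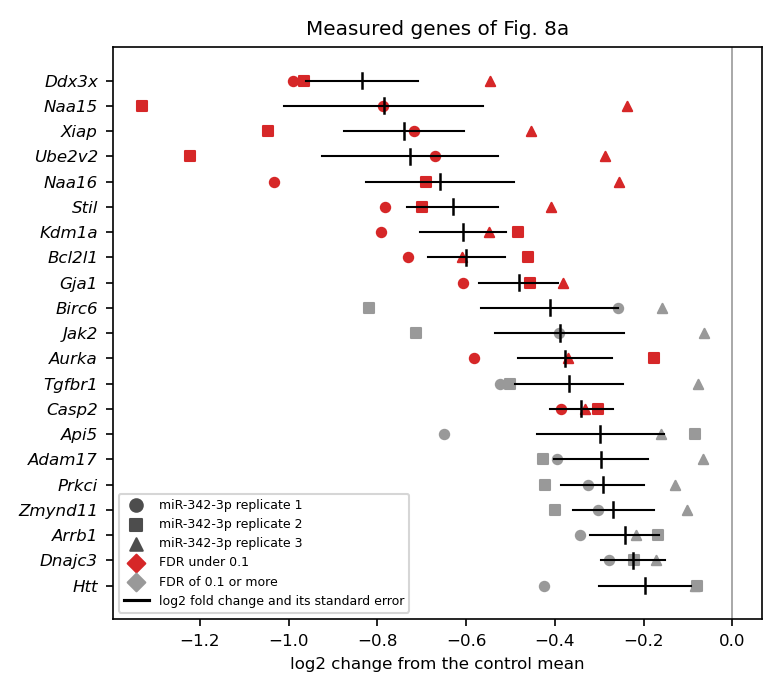
Log2 change from the control mean of the 21 measured genes of Fig. 8a, with 1 symbol per miR-342-3p replicate, red where the FDR was under 0.1 and grey otherwise; black marks are the log2 fold change and its standard error. Every symbol lies below 0, from Ddx3x (-0.83) at the top to Htt (-0.20) at the bottom.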

Interestingly, the gene set of downregulated potential miR-342-3p target genes contained 23 genes from the GO category “negative regulators of apoptosis” (GO:0043066; Fig. 8a). We used GeneMANIA to investigate the potential interactions between the miR-342-3p-repressed anti-apoptotic genes and found that 19 out of 23 predicted miR-342-3p target genes formed an anti-apoptotic gene network showing extensive predicted interactions and colocalization [73] (Fig. 8b). To explore the direct miRNA–mRNA interactions, we selected Bcl2l1 as one of the central components of the miR-342-3p-regulated anti-apoptotic gene network for further analysis. In silico analysis using the TargetScan target prediction algorithm showed two predicted mir-342-3p binding sites within the 3′ UTR of Bcl2l1 (Fig. 8c, miR-342-3p_I and miR-342-3p_II) [74]. We generated luciferase expression constructs with the predicted miR-342-3p-containing 3′ UTR regions of Bcl2l1 or mutated versions (Fig. 8c). The mutated constructs contained a nine-nucleotide deletion of miR-342-3p binding regions. We cotransfected the generated luciferase expression constructs with miR-342-3p and miRNA-negative control mimics into HEK293T cells. Small but statistically significant repression was observed in the luciferase activity of the miR-342-3p_I binding site-containing construct in the presence of the miR-342-3p mimic compared with the miR-negative control (Fig. 8c). miR-342-3p mimic-dependent reduction of luciferase activity was completely abolished when the miR-342-3p_I binding site was deleted (Fig. 8c). In contrast, the luciferase activity of the construct containing the miR-342-3p_II binding site was not affected significantly by miR-342-3p overexpression. To further examine the specificity of the luciferase assay system we used, we performed two control experiments. First, we detected no activity of the miR-342-3p mimic on the 3′ UTR of Ago2, which does not contain a miR-342-3p binding site. In addition, we did not detect any activity of miR-184 and miR-375 on the 3′ UTR of Bcl2l1-1, which lacks recognition sequences for these control miRNAs (Additional file 12). 

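On the arrays, Bcl2l1, which encodes the anti-apoptotic protein BCL-XL, decreased from a log2 value of 9.82 ± 0.016 (SD, n = 3 arrays) in control cells to 9.22 ± 0.14 (SD, n = 3) in miR-342-3p-transfected cells. This is a log2 fold change of -0.60 (standard error 0.087, FDR = 0.014 from limma), or a 1.52-fold lower level. The changes of replicates 1, 2 and 3 from the control mean were -0.73, -0.46 and -0.61, each larger than the SD of the control arrays. All miR-342-3p arrays were below all control arrays, which gives an exact permutation p of 0.1, two-sided, the smallest that 3 arrays against 3 allow. The FDR stayed under 0.1 when any 1 array was left out. With the methods' t-test, which the paper states for comparisons between groups in general, it was 0.112. For the arrays the paper itself used the moderated statistics of limma. The paper's reported log2 fold change for Bcl2l1 in Additional file 11 is -0.65, and the table of the paper lists 2 matches of a 7-mer seed for miR-342-3p in its 3′ UTR and none of the 8-mer seed.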

Taken together, the combination of our in silico and experimental approaches suggest the miR-342-3p-dependent repression of Bcl2l1 expression, however, the demonstration of direct regulation requires further analysis.

**Fig. 8:**
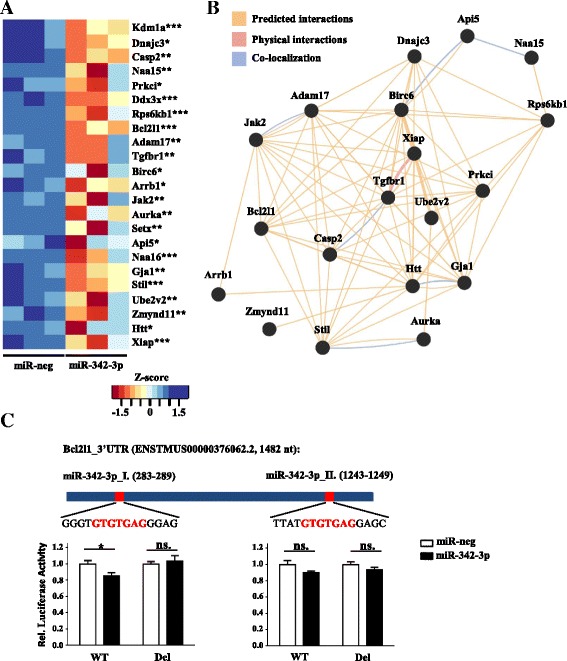
miR-342-3p-repressed anti-apoptotic gene network in macrophages. **a** Relative expression heatmap of selected potential anti-apoptotic miR-342-3p target gene expression in miR-negative control (*miR-neg*) and miR-342-3p-overexpressing RAW264.7 cells 18 h after miRNA mimic transfection in three independent experiments (significance of repression is indicated after the gene name: *FDR ≤0.1, **FDR ≤0.05, ***FDR ≤0.01). **b** GeneMANIA-based identification of the miR-342-3p-repressed, anti-apoptotic gene network. **c** Luciferase activity in HEK293T cells cotransfected with luciferase expression constructs containing WT or mutated (*Del*) miR-342-3p binding sites of Bcl2l1 and miR-342-3p/miRNA negative-control mimics (n = 6). *P ˂ 0.05, *ns.* not significant

## Discussion

Many Th1- and Th2-type inflammation-linked miRNAs, including miR-155, miR-146, and miR-324-5p, appear to be conserved in both mouse and human macrophages and are induced by LPS or IL-4, suggesting that the regulation of miRNA expression and function during classic or alternative macrophage activation is conserved [15, 18, 20, 24, 75].

Our data presented here suggest that additional conserved miRNAs exist in alternatively activated macrophages. We studied the regulation of miR-342-3p, miR-99b, and miR-125a-5p expression during IL-4-induced differentiation in vitro in human and murine macrophages as well as in nematode implantation-induced alternatively activated murine macrophages in vivo. We found that macrophage-specific, IL-4-dependent regulation of these miRNAs showed conserved regulation in human and mouse. It has been previously shown that these miRNAs are expressed in myeloid cells and participate in the regulation of macrophage phenotype, but their function in alternative macrophage activation has not been described before [24, 76–80].

miR-125a and miR-125b, containing the same seed sequences, are induced during classical macrophage activation and potentiate M1 polarization through direct inhibition of anti-inflammatory Tnfaip3 (A20) and Irf4 expression [24, 81, 82]. Intriguingly, we found that miR-125a expression is reduced during alternative macrophage activation both in vitro and in vivo. It has been previously described that the common miR-125a/miR-125b target gene Irf4 facilitates M2 macrophage polarization and host response against helminth infection [83, 84]. In addition, several target prediction algorithms predict Irf4 as a direct target gene of miR-99b. These data raise the possibility that decreased miR-125a and miR-99b levels might contribute to alternative macrophage activation by leading to increased Irf4 expression. However, miR-125b shows opposite regulation during in vitro and in vivo alternative macrophage activation, though regulation of miR-125b expression was not studied at early time points of nematode infection-induced M2 macrophage activation [19]. These findings collectively suggest a complex role of miR99b, miR-125a, and miR-125b in the regulation of alternative macrophage activation. Nevertheless, further studies are needed to explore the time-dependent regulation and dissect the exact roles of these miRNAs during M2 polarization.

IL-4 stimulation leads to the activation of both the JAK/STAT6 and PI3K signaling pathways in myeloid cells [6]. However, it was previously unknown which pathways play critical roles in the regulation of the macrophage microRNome during IL-4-dependent alternative macrophage activation. We observed that the majority of IL-4-regulated miRNAs were strictly STAT6-dependent in mouse macrophages, including miR-342-3p, miR-125a-5p, and miR-99b-5p, as well as the previously studied miR-511-5p and miR-324-5p. In addition, genome-wide mapping of Stat6-binding in IL-4-stimulated T cells showed that activated Stat6 binds intronic and exonic regions as well as distant enhancer regions of its target genes [71, 85]. Accordingly, we found that IL-4 induces Stat6 binding of an adjacent genomic region of Evl in mouse and human macrophages (+4 kb and −4 kb in mouse; +0.3 kb in human), suggesting that Evl and miR-342 are direct targets of IL-4/Stat6 signaling in both human and murine alternative macrophage activation. Interestingly, elevated expression of miR-342-5p (derived from the 5′ strand of the pre-miR-342 miRNA precursor) in inflammatory macrophages has been linked to the formation of atherosclerotic lesions [86]. Both these results and our findings suggest that pri-miRNA expression and miRNA strand selection may be regulated in macrophages by different external stimuli. Interestingly, 11 miRNAs showed IL-4-dependent regulation in STAT6 deficient macrophages, suggesting the participation of STAT6-independent signaling pathway(s) in the regulation of these miRNAs.

Rapid macrophage accumulation is observed in different pathological conditions, including pathogen infections and inflammation [2]. Although the general paradigm of macrophage accumulation is that monocytes or other hematopoietic cells are recruited to sites of inflammation and differentiate into macrophages [87, 88], the rapid proliferation of resident macrophages in adipose tissue of obese animals and atherosclerotic lesions was also described recently [89, 90]. In addition, local IL-4-dependent macrophage proliferation was observed following parasite infections in mice [27]. Certain miRNAs responding to external stimuli have anti-proliferative or pro-apoptotic effects in immune or cancer cells, which may function as a negative feedback mechanism controlling local cell proliferation. Specifically, E2F1 induces cell cycle progression but also potentiates apoptosis via upregulating pro-apoptotic miR-449a/b expression [91]. Furthermore, Th2-type inflammation induces macrophage proliferation and anti-proliferative miR-378 expression simultaneously, suggesting a complex regulation of in situ macrophage proliferation [19]. miR-342-3p also has pro-apoptotic and anti-proliferative roles in colorectal and breast cancer cells [58, 59, 63]. We found that increased miR-342-3p expression paralleled macrophage proliferation changes observed at the early stage of *B. malayi*-induced alternative macrophage activation, which suggests a potential role of miR-342-3p in regulating the amount of local viable macrophages [19]. Indeed, our functional studies showed that miR-342-3p over-expression reduced viable macrophage number via induction of apoptosis. We identified a miR-342-3p-repressed anti-apoptotic gene network with well characterized inhibitors of apoptosis, including Bcl2l1, Xiap, Api5, and Birc6 in macrophages by applying a combination of in silico target prediction algorithms and miRNA mimic experiments. In addition, we found that Bcl2l1 is directly repressed by miR-342-3p. These findings strongly suggest a role for IL-4-induced miR-342-3p as a potent negative feedback regulator of macrophage cell number via induction of apoptosis. Thus, the IL-4-triggered proliferative response of macrophages might be accompanied by the simultaneous induction of counteracting cellular processes, generating an endogenous limit of macrophage abundance. The proposed dual role of IL-4 is further supported by the observation that IL-4 is capable of sensitizing macrophages to rapamycin-induced apoptosis [92]. Intriguingly, elevated expression of miR-342-3p in the liver is accompanied by enhanced macrophage apoptosis in malaria-infected mice [93, 94]. These results thus raise the possibility of a connection between macrophage apoptosis and elevated miR-342-3p expression induced by Th2-type inflammation.

The functional plasticity of macrophages determined by polarization signals plays an important role during the development and progression of several human diseases, including sepsis, malignancies, and metabolic disorders [95]. Alternatively activated macrophage-like disease-associated macrophages are observed in the late phase of sepsis and during tumor progression [96, 97]. In addition, an increased number of alternatively activated-like tumor-associated macrophages has been shown to be associated with poor prognosis in several human tumors, including prostate, cervix, breast, and bladder cancer [98]. For these reasons, the transcriptomic and functional characterization of disease-associated macrophages certainly has a high clinical importance. Based on the data presented here and published by others, macrophage-expressed miRNAs show polarization-specific expression patterns and functions [14–17]. The molecular stability of miRNAs in formalin-fixed, paraffin-embedded samples makes them suitable diagnostic and prognostic markers. Furthermore, a well characterized alternative activation-specific marker set has not been available before in the case of human macrophages [6]. Some miRNAs from our study, including miR-342-3p and miR-193b, may be promising candidates as potential biomarkers in combination with other well characterized alternative macrophage activation-specific genes and proteins in human diseases. Recent studies have provided strong evidence that miRNA targeting in vivo using chemically modified oligonucleotides can alter disease outcome in animal models. It would be interesting to examine if in vivo overexpression of pro-apoptotic miR-342-3p has therapeutic relevance in alternative macrophage activation-associated human diseases, including fibrosis and certain malignant tumors that are characterized by pathologic macrophage abundance. However, both diagnostic and therapeutic applications of these miRNAs require further investigation by utilizing disease models and extensive analyses of clinical samples.

## Conclusions

The aim of this study was to identify the miRNA signature and its phenotypic consequences in human and mouse models of alternative macrophage activation in vitro and in vivo using a combination of transcriptomic, genomic, bioinformatic, and functional approaches. We uncovered a dynamically regulated miRNA expression pattern during human monocyte–macrophage differentiation and IL-4-mediated alternative macrophage activation. We found that three IL-4-responsive miRNAs (miR-342-3p, miR-125a, and miR-99b) showed conserved regulation in both human and mouse alternatively activated macrophages in vitro and in *B. malayi* nematode-infected mice in vivo. We also showed that the alternative macrophage activation-specific regulation of these miRNAs is IL-4Rα- and STAT6-dependent. In addition, we determined that both miR-342-3p and its host gene, EVL, are co-regulated directly by STAT6 in mouse and human macrophages. Finally, we demonstrated that macrophage survival was reduced via miR-342-3p-dependent repression of an anti-apoptotic gene network. These results are consistent with the notion that IL-4/STAT6 signaling-induced miR-342-3p is a potent negative feedback regulator of macrophage cell number via induction of apoptosis.

## Abbreviations

AV, annexin V; BMDM, bone marrow-derived macrophage; ChIP, chromatin immunopreciptiation; FDR, false discovery rate; GO, Gene Ontology; GRO-seq, global run-on sequencing; IL, interleukin; IL-4Rα, IL-4 receptor-α; JAK, Janus kinase; KO, knockout; LPS, lipopolysaccharide; MCSF, macrophage colony stimulating factor; miRNA, microRNA; mRNA, messenger RNA; PI, propidium iodide; PI3K, phosphoinositide 3-kinase; qPCR, quantitative PCR; RMA, robust multi-array average; RT, reverse transcription; STAT1, signal transducer and activator of transcription; TSS, active transcription start site; UTR, untranslated region; WT, wild type.

## Additional files

Additional file 1: List of qPCR assays and primer sequences for gene expression analysis. (XLSX 11 kb) Additional file 2: List of primer sequences for ChIP-qPCR analysis and 3'UTR cloning. (XLSX 10 kb) Additional file 3: Schematic representation of the applied human and mouse alternative macrophage activation protocols. (PDF 345 kb) Additional file 4: Verification of human and mouse alternative macrophage activation based on measurement of alternative macrophage activation markers. (PDF 283 kb) Additional file 5: List of human peripheral blood-derived monocytes and differentiating macrophage-expressed miRNAs. (XLSX 58 kb) Additional file 6: miR-342-3p, miR-193b, miR-99b, miR-125a-5p, and EVL expression in human donor-derived monocytes and macrophages. (PDF 201 kb) Additional file 7: List of IL-4-regulated miRNAs in WT and STAT6 KO macrophages. (XLSX 25 kb) Additional file 8: IL-4-mediated but STAT6-independent regulation of miRNAs in WT and STAT6 KO mouse BMDMs and miR-342-3p-mediated action on IL-4-mediated alternative macrophage activation of RAW264.7 cells. (PDF 20 kb) Additional file 9: Schematic representation of genomic localization of miR-99b and miR-125a coding regions and pri-miR-99b-125a as well as common miR-125a/Spaca6-specific primer pairs. (PDF 7 kb) Additional file 10: List of miR-342-3p mimic-regulated genes in RAW264.7 mouse macrophages. (XLSX 472 kb) Additional file 11: List of predicted mir-342-3p target genes with prediction scores. (XLSX 5370 kb) Additional file 12: Luciferase activity in HEK293T cells cotransfected with luciferase expression constructs containing the miR-342-3p binding site of Bcl2l1 or Ago2 3′ UTRs and miR-342-3p/miR-184/miR-345/miRNA-negative control mimics.

# Supplementary material for: The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p
**Source:** Genome Med. 2016 May 31;8:63. doi: 10.1186/s13073-016-0315-y
**Supplement:** Additional file 3: — Schematic representation of the applied human and mouse alternative macrophage activation protocols.

**A**

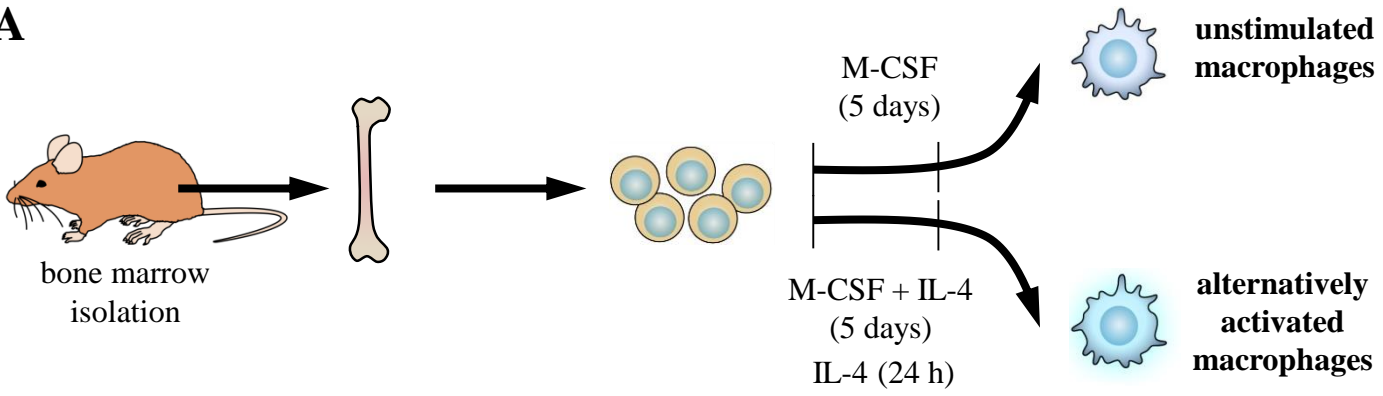

**B**

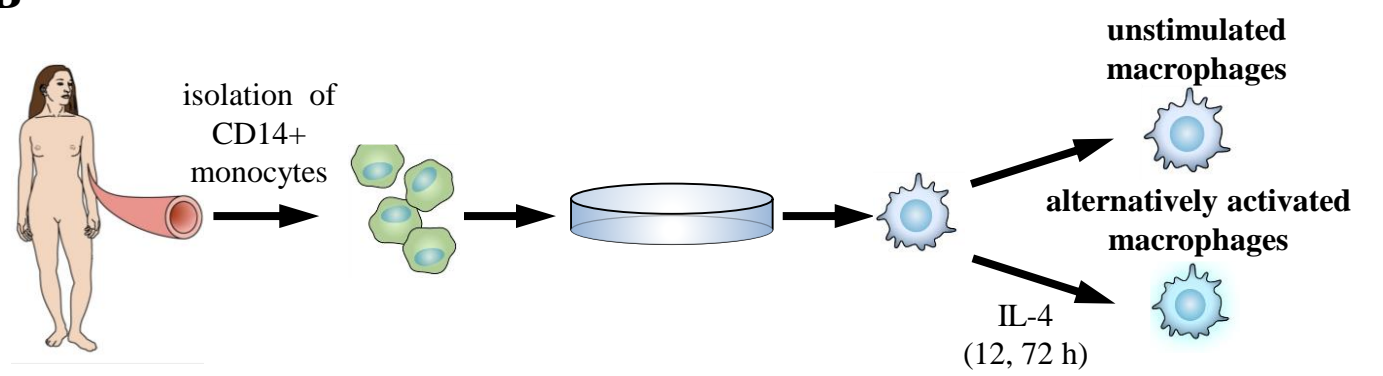

**C**

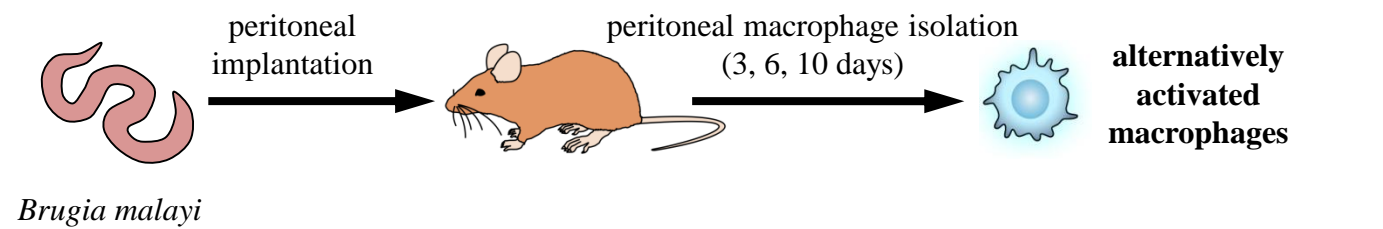

**Schematic representation of the applied human and mouse alternative macrophage activation protocols.** (A) Schematic representation of human CD14+ monocyte isolation from peripheral blood and the experimental conditions of macrophage differentiation as well as alternative macrophage activation. (B) Schematic representation of mouse bone marrow isolation and bone marrow-derived macrophage differentiation in the absence or presence of IL-4. (C) Schematic representation of parasite implantation-induced *in vivo* alternative macrophage activation in mice.

# Supplementary material for: The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p
**Source:** Genome Med. 2016 May 31;8:63. doi: 10.1186/s13073-016-0315-y
**Supplement:** Additional file 6: — miR-342-3p, miR-193b, miR-99b, miR-125a-5p, and EVL expression in human donor-derived monocytes and macrophages.

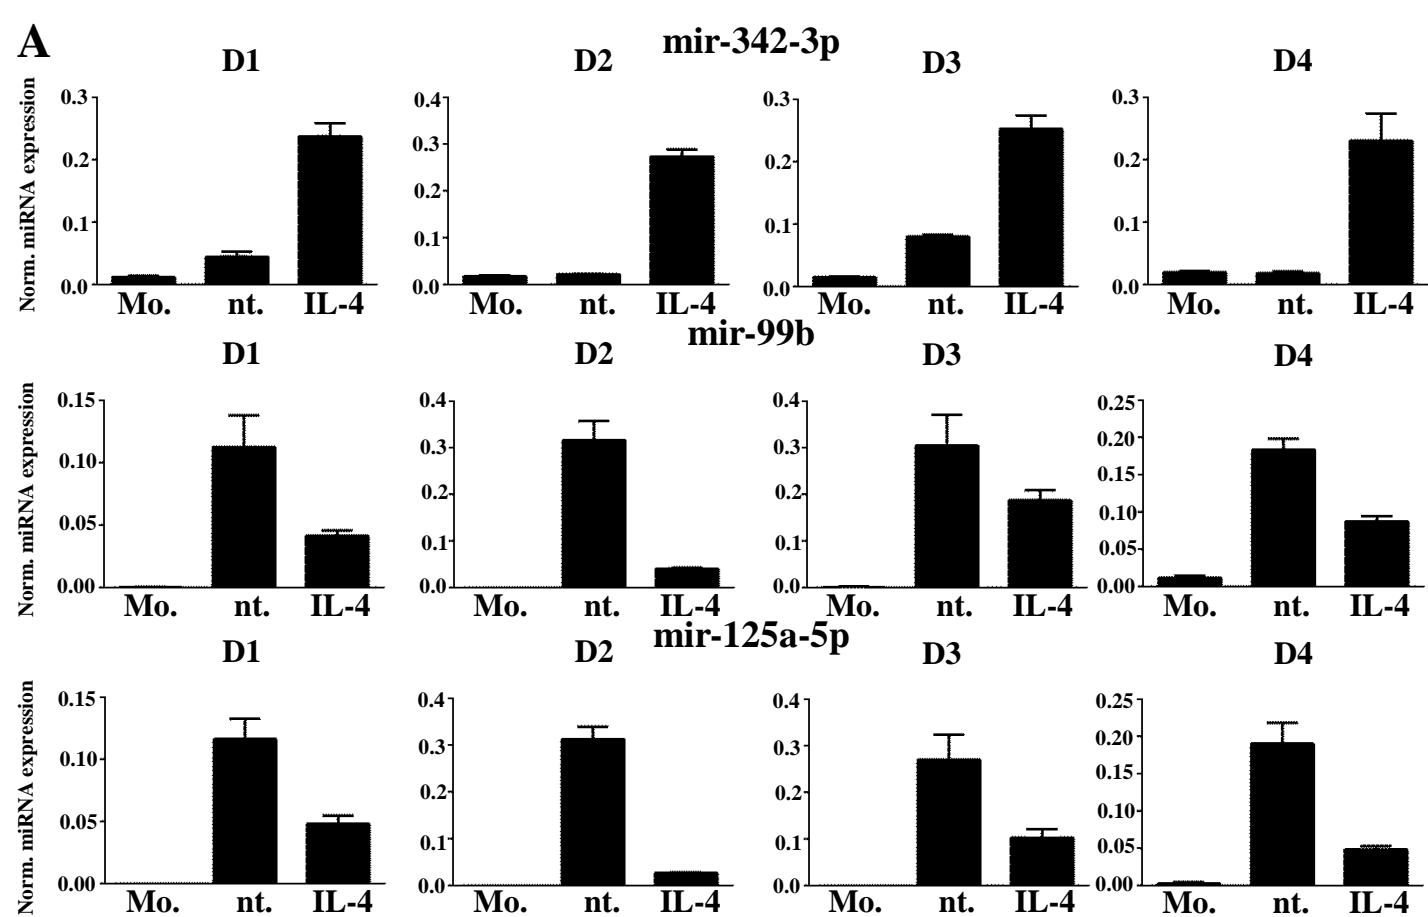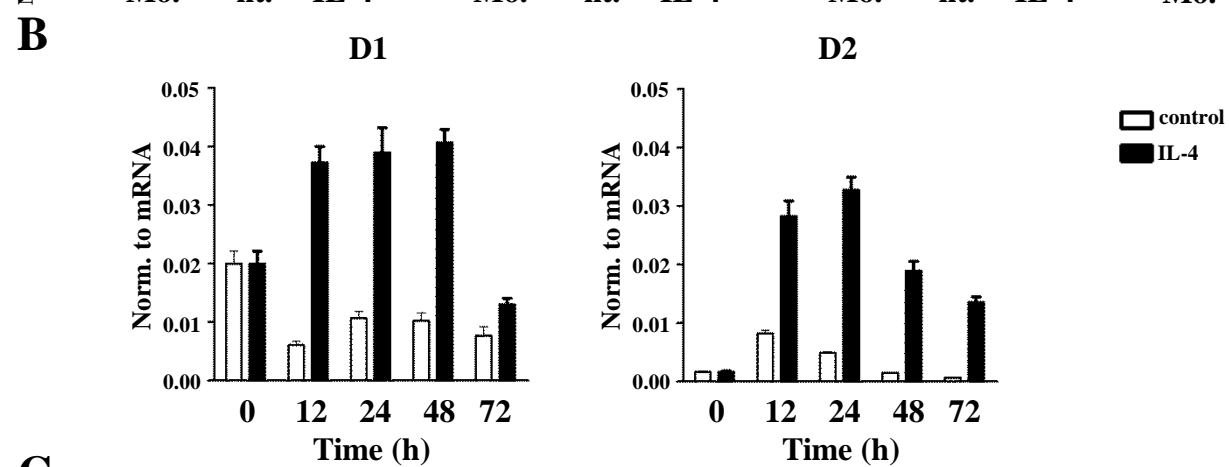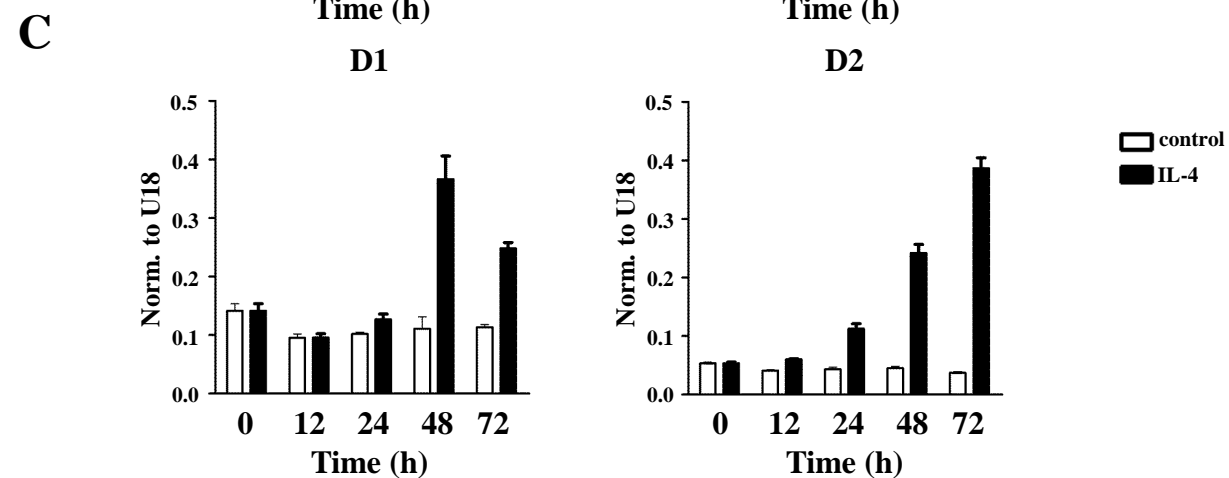

**Mir-342-3p, miR-193b, miR-99b, miR-125a-5p and EVL expression in human donors-derived monocytes and macrophages.** (A) MiR-342-3p, miR-193b, miR-99b and miR-125a-5p expression in four (D1-D4) independent human donor-derived monocytes, 72 hours nontreated and IL-4 stimulated macrophages. Error bars indicate the standard deviation (SD) of the three technical replicates. (B) EVL expression in two other (D2, D3) human donor-derived differentiating macrophages in the absence or presence of IL-4. Error bars indicate the standard deviation (SD) of the three technical replicates. (C) MiR-342-3p in two other (D2, D3) human donor-derived differentiating macrophages in the absence or presence of IL-4. Error bars indicate the standard deviation (SD) of the three technical replicates.

# Supplementary material for: The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p
**Source:** Genome Med. 2016 May 31;8:63. doi: 10.1186/s13073-016-0315-y
**Supplement:** Additional file 8: — IL-4-mediated but STAT6-independent regulation of miRNAs in WT and STAT6 KO mouse BMDMs and miR-342-3p-mediated action on IL-4-mediated alternative macrophage activation of RAW264.7 cells.

A

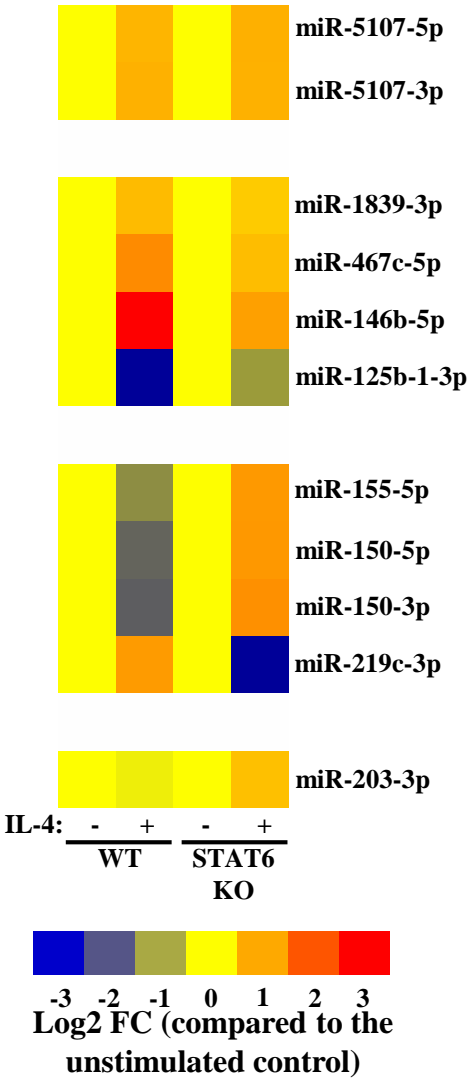

B

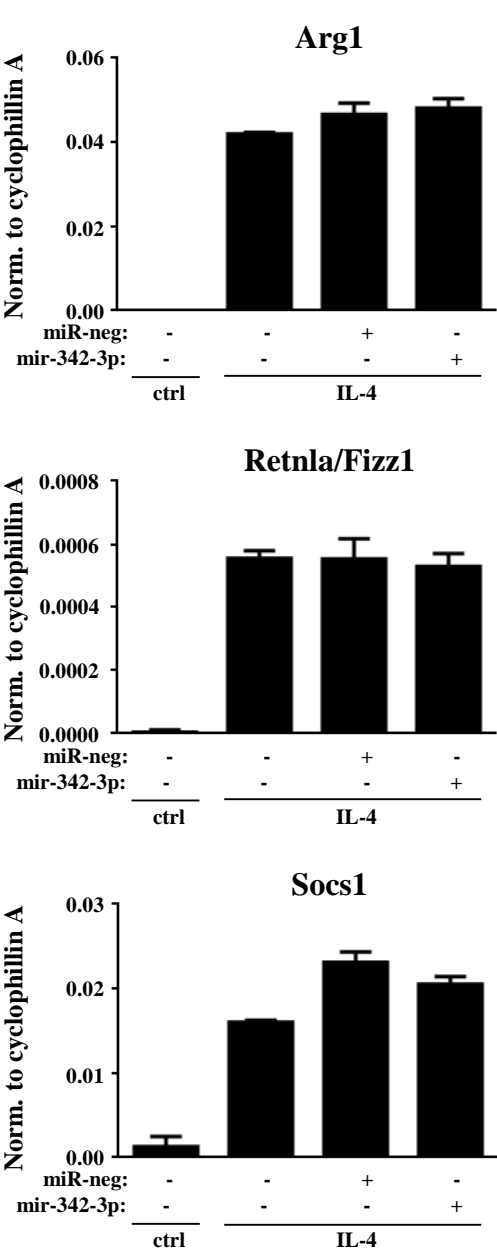

**IL-4-mediated but STAT6-independent regulation of miRNAs in WT and STAT6 KO mouse BMDMs and miR-342-3p-mediated action on IL-4-mediated alternative macrophage activation of RAW264.7 cells.** (A) Heatmap showing average fold changes of IL-4-regulated but STAT6 independent miRNAs in IL-4-stimulated and untreated mouse BMDMs. Colour intensities reflect the fold changes compared to IL-4-stimulated WT to unstimulated WT as well as IL-4-treated STAT6 KO to untreated STAT6 KO macrophages. (B) Alternative macrophage activation marker Arg1, Retnla/Fizz1 and Socs1 expression at RNA level in mir negative control (miR-neg) and miR-342-3p (miR-342-3p) mimics-transfected RAW264.7 cells in presence and absence of IL-4. A representative of two independent experiments is shown. Error bars indicate the standard deviation (SD) of the three technical replicates.

# Supplementary material for: The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p
**Source:** Genome Med. 2016 May 31;8:63. doi: 10.1186/s13073-016-0315-y
**Supplement:** Additional file 9: — Schematic representation of genomic localization of miR-99b and miR-125a coding regions and pri-miR-99b-125a as well as common miR-125a/Spaca6-specific primer pairs.

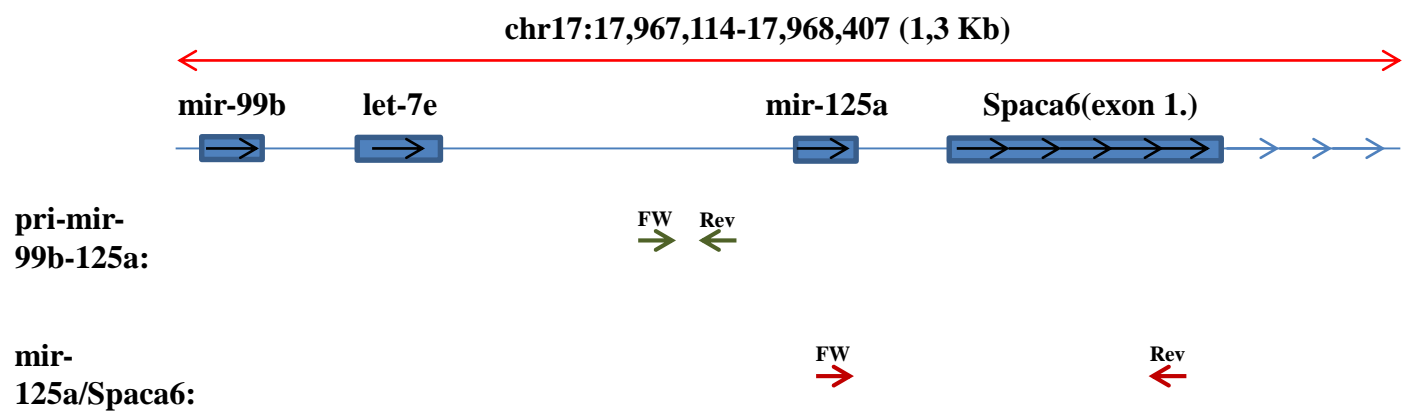

Schematic representation of genomic localization of miR-99b and miR-125a coding regions and pri-miR-99b-125a as well as common miR-125a/Spaca6-specific primer pairs.

# Supplementary material for: The IL-4/STAT6 signaling axis establishes a conserved microRNA signature in human and mouse macrophages regulating cell survival via miR-342-3p
**Source:** Genome Med. 2016 May 31;8:63. doi: 10.1186/s13073-016-0315-y
**Supplement:** Additional file 12: — Luciferase activity in HEK293T cells cotransfected with luciferase expression constructs containing the miR-342-3p binding site of Bcl2l1 or Ago2 3′ UTRs and miR-342-3p/miR-184/miR-345/miRNA-negative control mimics.

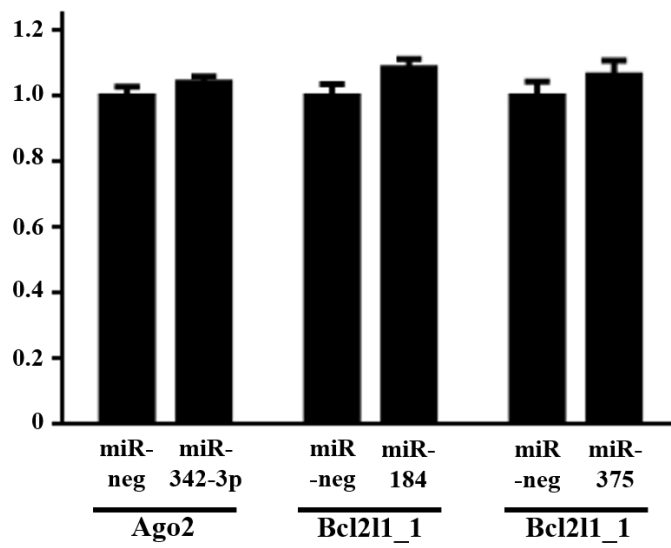

Luciferase activity in HEK293T cells cotransfected with luciferase expression constructs containing miR-342-3p binding site of Bcl2l1 or Ago2 3'UTRs and miR-342-3p/miR-184/miR-345/miRNA negative-control mimics (n=3).

How the deposited data were processed for this re-analysis (not part of the article)

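Gene expression was measured in RAW264.7 mouse macrophages transfected with a miR-342-3p mimic or a negative control mimic, with 3 arrays in each group. The authors processed the scans of the Affymetrix arrays with RMA (background adjustment, quantile normalization and summarization) and deposited 1 log2 value per probe set and array. The RMA version is not given in the sources used here. The deposited log2 values comprised 35556 probe sets on 6 arrays, with no filter and no collapse to genes, and the medians of the arrays differed by at most 0.151. No pair of arrays held identical values. Conditions and replicate numbers were taken from the sample labels. Arrays have no read depth, and their number limits the precision.

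Probe sets were named through the platform annotation, in which 21789 probe sets had 1 gene, 1621 several and 12146 none listed, and the symbols were checked through 21698 matches of Entrez IDs to the RefSeq gene table of the assembly GRCm38.p6, with 0 symbols changed. Probe sets with several genes named none. Of 999 genes with several probe sets, the probe set with the largest interquartile range was used. The 19938 genes were tested with lmFit and eBayes of limma version 3.58.1 in R version 4.3.3, with a prior of 4.79 degrees of freedom beside 4 residual ones. p-values were adjusted by the Benjamini and Hochberg method and genes called at an FDR under 0.1, or of 0.01 or less where the paper used that list. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

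The 20 gene lists were fixed together with the rule for the genes named in the text and the alternatives: DNA replication, mitosis, DNA damage checkpoint and recombination, cell cycle inhibitors and p53 targets, anti-apoptotic BCL2 and IAP families, pro-apoptotic BCL2 family and caspases, cholesterol synthesis, fatty acid synthesis, oxidative phosphorylation, cytosolic ribosomal proteins, ER stress and ATF4 response, interferon-stimulated genes, classical activation and inflammation, alternative activation, macrophage identity, lysosome, osteoclast, fibroblast and lymphocyte markers, and microRNA machinery. Their shift was tested with camera at a preset correlation of 0.01, and their overrepresentation with Fisher's exact test, two-sided, each adjusted over the lists and called at an adjusted p under 0.05. camera with an estimated correlation and fry, which tests whether the genes of a list move one way on balance, were run beside it. With the preset correlation 11 of the 20 lists were called, with an estimated correlation none, and with fry 9.

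The rule for the genes named in the text takes the 12 largest falls and the 12 largest rises among called genes whose groups do not overlap, every gene that the paper names in its text or Fig. 8a and the genes at the head of Additional file 11 (parts of Additional files 10 and 11 had been seen), of which not all are reported here, and from each list up to 4 called members in the direction of most and up to 2 in the other. The small noncoding RNAs, Arf3 and Atxn2l were chosen after their values or those in the tables of the paper had been seen.

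The steps were tested on simulated data made from the gene means and the fitted spread, with 200 changed genes among 19938 in 20 runs. At a log2 change of 0.5, 60.8% of the changed genes were recovered, and at a log2 change of 1, 97.8%, with 10.2% false calls. Without changed genes 0.2 genes were called on average. The simulated list of DNA replication, shifted by -0.3, was called in 100% of the runs. The simulated genes were independent of each other, whereas the correlation estimated for this list was 0.430, so this recovery holds for independent genes only. The fitted spread of a gene is common to both groups. In the data the miR-342-3p arrays were more spread, with array weights of 0.235 to 0.925 against 1.69 to 3.36 for the controls. The shares of genes recovered may therefore not hold for these arrays.

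Alternatives were the replicate number as a block, each array left out in turn, other choices of probe set, filters on level and other scalings. Further alternatives were eBayes with a trend and robust prior, array weights, the methods' t-test and other thresholds. The methods' t-test is the one that the paper states for comparisons between groups in general, without a moderated spread. The paper did not state it for the arrays, for which it used limma. Tests on 3′ UTR sequences, which were planned for the seed matches of Fig. 6c and d, were not run because UTR annotation was not used here. Of Additional file 10 the first 1999 rows of each sheet were used, of 2341 upregulated and 2640 downregulated genes, and of Additional file 11 the first 737 rows, so no overlap with these tables was tested. Samples of other experiments of the paper were not analysed here.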

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

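The tests on replicate 3 and on the small noncoding RNAs, and the choice of the small noncoding RNAs, were made only after the results were seen; the interferon and ER stress lists were among those fixed in advance. Groups of 3 arrays were not tested for outlying arrays.

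Interferon-stimulated genes are not discussed by the paper for these arrays. Of 29 measured genes 14 were higher with miR-342-3p, none was lower and 15 did not pass the test (18 higher when adjusted over the list alone). Cxcl10 was followed by the antiviral genes Rsad2 (log2 fold change 1.12, standard error 0.20, FDR = 0.021) and Ifit1 (1.12, standard error 0.14, FDR = 0.010) and by Usp18 (1.07), an inhibitor of interferon signaling. The median log2 fold change of the list was 0.31 (camera adjusted p = 8.03e-08, and adjusted p = 0.195 with an estimated correlation), and the list medians of replicates 1, 2 and 3 were 0.38, 0.33 and 0.24. The genes called were 5, 3 and 4 without control replicate 1, 2 and 3.

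Genes of the ER stress and ATF4 response, likewise not discussed by the paper, were higher in 11 of 20 cases, with none lower and 9 not passing the test (13 higher when adjusted over the list alone). Ppp1r15a was joined by Chac1 (log2 fold change 1.34, standard error 0.12, FDR = 0.0034), which degrades glutathione, Herpud1 (1.26, standard error 0.15, FDR = 0.0085), a factor of ER-associated degradation, and Sesn2. The median was 0.35 (camera adjusted p = 8.53e-07, and adjusted p = 0.195 with an estimated correlation). Of the 52 genes at an FDR of 0.01 or less 3 belong to this list (Fisher's exact test, two-sided, adjusted p = 3.70e-04). No list was overrepresented without control replicate 1, 2 or 3 or miR-342-3p replicate 1. In these fits only 2, 1, 1 and 4 genes were at an FDR of 0.01 or less, too few to decide the question. Nor was any list overrepresented with each array centered on its median (25 genes, of which 1 of this list, adjusted p = 0.19). The methods' t-test left 0 genes at this FDR, so no list could be tested. Without control replicate 1, 2 or 3 there were 7 genes called each time.

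Small noncoding RNAs (small nucleolar and small nuclear RNAs and similar classes, by the annotation) were called higher in 22 of 70 measured cases and lower in 4, and 4 of them were among the 12 largest rises. Their median log2 fold change was 0.32, with 0.16, 0.55 and 0.24 in replicates 1, 2 and 3 (camera p = 3.18e-05, and p = 0.370 with an estimated correlation). Array scaling as the whole account is argued against, since 4 small noncoding RNAs were among the 12 largest rises after repeated quantile normalization as well, with 27 called higher. Centering each array on its median, which shifts all genes of an array alike, left 15 called higher. A gain common to all short RNAs is argued against by the 4 that were lower with groups that did not overlap. They were Snord61 (-0.86, FDR = 0.020), Snord96a (-0.46, FDR = 0.061), Scarna8 (-0.39, FDR = 0.076) and Snord95 (-0.35, FDR = 0.065). An effect of the mimic on particular RNAs and differences in RNA isolation between the groups stay open and were not tested. The number called higher was 11, 8 and 9 without control replicate 1, 2 and 3. It was 16, 20 and 23 without miR-342-3p replicate 1, 2 and 3 and 1 with the methods' t-test. The number called lower was 0, 1 and 1 without control replicate 1, 2 and 3, and 2 without miR-342-3p replicate 1. It was 0 with the methods' t-test and from 3 to 5 under the other alternatives. The argument against a gain common to all thus rests on few calls.

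miR-342-3p replicate 3 lay nearer to the control arrays than replicates 1 and 2. A control array under a wrong label is argued against: of 4526 genes called without replicate 3, it lay beyond all 3 controls in the called direction for 83.3%, and when genes were called from replicates 1 and 2 against 2 of the controls (1337 to 1438 genes, replicate 3 taking no part in the call), replicate 3 lay beyond these controls for 94.2% to 95.0% of them and the left-out control for at most 48.3%. One uniformly weaker response stays open. The ratio of the change of replicate 3 to the mean of the others was taken over list members called lower without replicate 3. These were 40 in DNA replication, 16 in cholesterol synthesis, 37 in mitosis and 22 in checkpoint and recombination, a choice made on replicates 1 and 2. In this order the ratio had medians of 0.651, 0.689, 0.395 and 0.389 (permutation test with 100000 resamples over genes, which are not independent, p = 1e-05, the smallest they can give). Against replicate 1 alone these medians were 0.560, 0.625, 0.474 and 0.420, and against replicate 2 alone 0.811, 0.824, 0.401 and 0.412. The ratio of replicate 2 to replicate 1 differed between the lists as well (medians of 0.681, 0.732, 0.996 and 0.883, permutation test with 100000 resamples over genes, p = 0.0121), so a difference between lists does not set replicate 3 apart. Variation of replicates 1 and 2 of their own stays open too. The log2 difference between them had an SD over genes of 0.289, against at most 0.125 for a pair of controls, but the pairs with replicate 3 gave 0.252 and 0.259, so the spread is not particular to replicates 1 and 2. Whether transfection efficiency, which the arrays do not measure, differed between the 3 cultures was not tested. Without replicate 3 the counts were 2422 genes down and 2104 up.

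The 6 arrays allow 10 splits into 3 and 3, too few for a share under 0.05. The real split called 2304 genes and the highest other split 0; at an FDR of 0.01 or less these were 52 and 0, and for small noncoding RNAs called in one direction 22 and 0. For gene lists called by camera at the preset correlation they were 11 and 12, with counts from 2 to 12 in the other splits. In each of these comparisons 1 split gave a count as large as the real one, the real one included, except for the gene lists, where there were 2. camera at the preset correlation called lists in every other split too. Each of these splits divides the groups unevenly, so part of the difference between the groups remains in it. The list counts therefore cannot tell calls by chance from calls by the treatment.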

How the results depend on the processing

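All of the alternatives were planned. Genes down (1479) were 661 and 19 at FDR under 0.05 and 0.01, 535 over all 35556 probe sets, 22 with the methods' t-test and from 102 to 2422 when 1 array was left out. Genes up (825) were 312, 33, 259 and 26 in the same order, from 88 to 2104 when 1 array was left out, 408 with each array centered on its median and 1826 with repeated quantile normalization. The count at an FDR of 0.01 or less (52) was 322 with the replicate block, 316 with the trend and robust prior, 187 with array weights, 25 with centering, 0 with the methods' t-test (at an unadjusted p under 0.05 it counted 1955 down and 2080 up) and from 1 to 685 when 1 array was left out. Among the fits that leave out 1 array, the lowest counts came without a control array and the highest without miR-342-3p replicate 3. Without control replicate 1, 2 or 3 the median of DNA replication was -0.39, -0.35 and -0.38, against -0.37 with all arrays. That of mitosis was -0.47, -0.45 and -0.46, against -0.46. The calls lost in these lists were thus not a loss of effect size. The centering and the quantile step change how many genes lie above and below 0, and otherwise the cause was not tested. The replicate block called 1445 down and 550 up. The deviations of same-numbered arrays from their group means correlated at -0.31, -0.16 and -0.11, and no control array correlated best with its own number. With 3 arrays in each group this cannot decide whether equal numbers mark a shared experiment.

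Bcl2l1 was lower under every alternative, from -0.67 to -0.53 when 1 array was left out, and missed the threshold with the methods' t-test alone (-0.60, FDR = 0.112; 0.0039 to 0.092 under the others). With an estimated correlation no list was called, at the same medians of -0.37 for DNA replication, -0.46 for mitosis, -0.48 for checkpoint and recombination, 0.14 for inhibitors and p53 targets, -0.19 for anti-apoptotic genes, -0.45 for cholesterol synthesis, -0.069 for fatty acid synthesis and -0.12 for oxidative phosphorylation. fry did not call the inhibitors and p53 targets (adjusted p = 0.054), the anti-apoptotic genes (0.202) and oxidative phosphorylation (0.105). It called the other lists of the previous sentence lower. At the preset correlation, camera did not call the inhibitors and p53 targets with repeated quantile normalization (median 0.15, adjusted p = 0.0603). Nor were they called with the t-statistics of the methods' t-test (median 0.14, adjusted p = 0.119). They were also not called without miR-342-3p replicate 2 (median 0.11, adjusted p = 0.134) or replicate 3 (median 0.19, adjusted p = 0.0715). Their medians ranged from 0.11 to 0.19 when 1 array was left out. The anti-apoptotic genes were not called with either filter on level (-0.18 for both) or without replicate 1 (-0.069, in a range to -0.26 when 1 array was left out), nor was fatty acid synthesis (-0.069 for both filters, and -0.0098 in a range to -0.14 when 1 array was left out). Ribosomal proteins were called lower without replicate 2 (-0.095, in a range to 0.019 when 1 array was left out). At an FDR of 0.01 or less 2 lists were overrepresented, ER stress and classical activation, which became 7 with the replicate block, 10 with the trend and robust prior, 5 with array weights, 0 with centering, 0 with the methods' t-test, from 0 to 7 when 1 array was left out, 0 among lower genes alone, 8 at FDR under 0.1, and 4 each among lower and higher genes at FDR under 0.1. Classical activation was not among them with the replicate block (adjusted p = 0.105), with array weights (0.0648), when any 1 array was left out (0.0953 without miR-342-3p replicate 3) or at FDR under 0.1 (0.606).

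Of 113 other genes named, 91 were called. Between 52 and 54 lost the call without a control array, 14, 5 and 0 without miR-342-3p replicate 1, 2 and 3, 87 with the methods' t-test and at most 7 under any other alternative. Atxn1 alone reversed, to 0.039 with the probe set of the highest mean. The tests of seed matches and seed words were not run. Array signal over background was not given in the values used here.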

Differences from the paper's values

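The paper reports 2640 downregulated genes at FDR under 0.1, and 1479 were counted here at the same threshold. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's without miR-342-3p replicate 3 (2422), without miR-342-3p replicate 2 (1830), with genes above the median level (1950), with probe sets under the median in 2 or more arrays removed (1898) and with the trend and robust prior (1763), and not under the others. The paper reports 2341 upregulated genes, and 825 were counted here. This count came within 1.5 times of the paper's without miR-342-3p replicate 3 (2104) and with repeated quantile normalization (1826), and not under the others.

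The paper draws the genes of Fig. 8a from its downregulated potential targets, and the legend marks FDR thresholds of repression after the gene names. Here all 21 measured genes were lower in the mean and 11 passed. Of the 10 that did not, the tables of the paper at hand list 8, all under its threshold (for Api5 the paper's log2 fold change is -0.43 and for Jak2 -0.38). Without miR-342-3p replicate 3, Dnajc3, Prkci, Adam17, Tgfbr1, Birc6, Arrb1, Jak2 and Zmynd11 were called. With either filter on level Dnajc3, Prkci, Adam17, Tgfbr1, Arrb1 and Zmynd11 were, and with the trend and robust prior the same genes except Zmynd11. The replicate block called Tgfbr1, Birc6 and Jak2. Arrb1 was called without replicate 2 and with repeated quantile normalization, and Prkci with centering. Api5 and Htt were called under none.

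Over the 68 named genes with a value in the tables of the paper at hand, the signs were the same for 68 and the log2 fold changes differed by 0.041 in the median and by at most 0.27, less than the larger replicate SD for each gene.

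The paper states that cell proliferation and cell death are overrepresented among genes at an FDR of 0.01 or less. Among the 52 genes counted here the lists of DNA replication (0 genes), mitosis (1) and both apoptosis lists (0 each) were not overrepresented. These are hand-written lists, not the GO categories. Chance gives 0.13, 0.12, 0.057 and 0.076 genes of these lists, so the test cannot tell absence of enrichment from too few genes selected. The paper's FDRs for Pola1, Ncapg and Kif11 are 0.0048, 0.0040 and 0.0029, against 0.035, 0.032 and 0.035 here. Cenpe was above 0.01 in both. At FDR of 0.01 or less DNA replication was overrepresented with the replicate block (8 genes), without miR-342-3p replicate 3 (15 genes), with repeated quantile normalization (3 genes), with the trend and robust prior (9 genes) and with array weights (4 genes), and mitosis with the replicate block (10 genes), without miR-342-3p replicate 3 (14 genes) and with the trend and robust prior (6 genes). At FDR under 0.1 they were overrepresented with 39 and 29 genes, and the apoptosis lists, with 2 and 5 genes, were not.

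In Additional file 11 the Entrez IDs do not go with the symbols in their rows: 690 of the 737 IDs at hand are in the RefSeq gene table, and of these 0 match. Across 662 genes matched by symbol, the paper's log2 fold changes correlated with those here at r = 0.986, and across 675 genes matched by the listed ID at r = -0.0027. Symbols were therefore used.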

Other observations

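Of 23 genes of classical activation and inflammation, 3 were higher and 1 was lower (13 higher and 1 lower when adjusted over the list alone), with rises of the chemokine gene Cxcl2 (log2 fold change 1.06, standard error 0.086, FDR = 0.0031), of Ptgs2 (0.76, FDR = 0.0085), which encodes cyclooxygenase-2, and of the NF-κB inhibitor Tnfaip3 (0.43, FDR = 0.032), and a fall of Ccl2 (-0.31, FDR = 0.048). The list's median was 0.20 (camera adjusted p = 0.0054, and adjusted p = 0.195 with an estimated correlation). Of 24 genes of alternative activation, 3 were higher and none was lower (3 higher when adjusted over the list alone), namely Klf4 (0.46, FDR = 0.044), the IL-4 receptor gene Il4ra (0.40, FDR = 0.036) and Socs1 (0.29, FDR = 0.093), with a camera adjusted p of 0.106. The adjusted p was 0.605 with an estimated correlation. The filters on level, which keep 12 and 11 genes of the list, gave 5 higher genes each and a camera adjusted p of 0.0151 and 0.0132 at the preset correlation. Without control replicate 1, 2 or 3 no gene of this list was called, and without miR-342-3p replicate 3 there were 10 higher genes of classical and 6 of alternative activation. For classical activation, repeated quantile normalization gave 10 higher genes and 1 lower, either filter on level 9 and 1, and the trend and robust prior 5 and 1. Retnla (0.17, FDR = 0.27), Mrc1 (0.030, FDR = 0.80), Chil3 (-0.27, FDR = 0.20), Stat6 (0.13, FDR = 0.26) and Irf4 (0.086, FDR = 0.54) did not pass the test in these cells, which were not treated with IL-4.

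Of 25 macrophage identity genes, 5 were higher and 4 lower (5 higher and 6 lower when adjusted over the list alone). The transcription factor genes Cebpa (0.68, FDR = 0.027), Cebpb (0.50, FDR = 0.091) and Spi1 (0.35, FDR = 0.044) and the phagocytic receptor gene Mertk (0.32, FDR = 0.073) were higher. Lipoprotein lipase, encoded by Lpl (-0.54, FDR = 0.018), and the protease gene Ctss (-0.46, FDR = 0.028) were lower. The changes of Cebpb were 0.49, 0.85 and 0.16 in replicates 1, 2 and 3. When 1 array was left out, its smallest rise was 0.32, and it was called in only 1 of these fits. The camera adjusted p of the list was 0.106. Without control replicate 1 only 1 gene of this list was called, without control replicate 2 or 3 none, and without miR-342-3p replicate 3 there were 7 lower and 5 higher. With each array centered on its median 2 were higher and 4 lower, and with the replicate block 3 and 5. Of 27 lysosomal genes, Sqstm1 (0.45, FDR = 0.033) was higher and none lower (1 higher when adjusted over the list alone). The median of this list was -0.070, and camera gave a shift down with an adjusted p of 0.059, and of 0.608 with an estimated correlation. At the preset correlation the shift down was called without miR-342-3p replicate 2 (median -0.094, adjusted p = 0.00266), with the trend and robust prior (0.0103, with 4 genes lower and 2 higher) and with the t-statistics of the methods' t-test (0.00358). Repeated quantile normalization gave 3 higher and 1 lower lysosomal genes, with a median of -0.014. Of markers of other cell types, Mmp9 (0.42, FDR = 0.034) among 10 osteoclast genes and Pdgfra (0.49, FDR = 0.031) among 10 fibroblast genes were higher, with 2 and 1 higher when adjusted over the list alone, and none of 8 lymphocyte genes was called (camera adjusted p = 0.081, 0.100 and 0.357). fry called the osteoclast list higher (adjusted p = 0.019). Without control replicate 1, 2 or 3 no gene of the lysosomal, osteoclast and fibroblast lists was called, and without miR-342-3p replicate 3 there were 2 higher lysosomal, 3 osteoclast and 1 lymphocyte genes. Repeated quantile normalization gave 2 higher osteoclast genes and 1 higher lymphocyte gene. At an unadjusted p under 0.05 from limma, 1 lymphocyte gene was higher. None of 14 genes of the microRNA machinery was called (camera adjusted p = 0.357), with a median of 0.039 and a mean of -0.011, and 2 were lower and 1 higher at an unadjusted p under 0.05. Without miR-342-3p replicate 2 or 3, 2 and 1 of them were lower, with either filter on level 2 and with the trend and robust prior 1. Ago2 was at 0.037 (FDR = 0.834).

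Evl, the host gene of miR-342-3p, had a log2 fold change of 0.12 (FDR = 0.43), and Spaca6, the gene that the paper links to another microRNA cluster, of -0.16 (FDR = 0.47). E2f1, a transcription factor of the cell cycle, was at -0.082 (FDR = 0.48), with changes of -0.065, -0.041 and -0.14 in replicates 1, 2 and 3.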
